# Genomic and physiological analyses of the zebrafish atrioventricular canal reveal molecular building blocks of the secondary pacemaker region

**DOI:** 10.1007/s00018-021-03939-y

**Published:** 2021-09-23

**Authors:** Karim Abu Nahia, Maciej Migdał, T. Alexander Quinn, Kar-Lai Poon, Maciej Łapiński, Agata Sulej, Jiandong Liu, Shamba S. Mondal, Michał Pawlak, Łukasz Bugajski, Katarzyna Piwocka, Thomas Brand, Peter Kohl, Vladimir Korzh, Cecilia Winata

**Keywords:** Atrioventricular canal, Atrioventricular node, Cardiac valve, Cardiac pacemaker, Zebrafish, RNA-seq

## Abstract

The atrioventricular canal (AVC) is the site where key structures responsible for functional division between heart regions are established, most importantly, the atrioventricular (AV) conduction system and cardiac valves. To elucidate the mechanism underlying AVC development and function, we utilized transgenic zebrafish line *sqet31Et* expressing EGFP in the AVC to isolate this cell population and profile its transcriptome at 48 and 72 hpf. The zebrafish AVC transcriptome exhibits hallmarks of mammalian AV node, including the expression of genes implicated in its development and those encoding connexins forming low conductance gap junctions. Transcriptome analysis uncovered protein-coding and noncoding transcripts enriched in AVC, which have not been previously associated with this structure, as well as dynamic expression of epithelial-to-mesenchymal transition markers and components of TGF-β, Notch, and Wnt signaling pathways likely reflecting ongoing AVC and valve development. Using transgenic line *Tg(myl7:mermaid)* encoding voltage-sensitive fluorescent protein, we show that abolishing the pacemaker-containing sinoatrial ring (SAR) through Isl1 loss of function resulted in spontaneous activation in the AVC region, suggesting that it possesses inherent automaticity although insufficient to replace the SAR. The SAR and AVC transcriptomes express partially overlapping species of ion channels and gap junction proteins, reflecting their distinct roles. Besides identifying conserved aspects between zebrafish and mammalian conduction systems, our results established molecular hallmarks of the developing AVC which underlies its role in structural and electrophysiological separation between heart chambers. This data constitutes a valuable resource for studying AVC development and function, and identification of novel candidate genes implicated in these processes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-021-03939-y.

## Introduction

The atrioventricular canal (AVC) gives rise to the AV node, which constitutes part of the cardiac conduction system (CCS) responsible for generating and transmitting electrical impulses necessary for coordinated heart contraction [1, 2]. In the mammalian heart, the AV node can be found within the interatrial septum, at the AV junction [3]. Electrical impulses originating from the sinoatrial (SA) node are delayed by a fraction of a second in the AV node before being propagated further, ensuring consecutive contractions of the atrium and ventricle [4]. The AV node is often referred to as a secondary pacemaker as it possesses intrinsic automaticity, rendering it a potential arrhythmogenic source in cases where weakened or abnormal impulses from the SA node are not able to override it [3, 5]. In the mammalian embryonic heart, the AV myocardium forms a slow-conducting ring separating atrial and ventricular myocardium—a property retained in the AV node of the adult heart [2]. These cells express *Bmp4, Tbx2,* and *Tbx3,* which suppress the genetic program specifying fast-conducting working cardiomyocytes [6–8]. The electrophysiological properties of the AV node are determined mainly by the electrical coupling between its cells mediated by gap junctions. Connexins form gap junctions by either homogeneous or heterogeneous pairings, resulting in a different range of conductivity [9, 10]. In the mammalian heart, CX30.2 and CX45 form low or ultralow conductance gap junctions and are enriched in AV pacemaker cells [11, 12].

In zebrafish, the conductance delay between atrium and ventricle could be observed from 36 hpf [13]. Notch1b and Neuregulin expressed in the endocardium are required for the development of this conduction delay [14]. Zebrafish orthologs of *Tbx2* and *Tbx3* are expressed in the region corresponding to the mammalian AVC [15]; however, the molecular profile of this structure and its homologous function to the mammalian AV node is still poorly characterized. Islet1 (Isl1) [16, 17] is known to play a role in the development of the primary pacemaker, the SA node, as its deficiency causes cardiac arrhythmia [15, 18]. Isl1-positive cells in the sinoatrial region (SAR) of adult zebrafish co-express *hcn4*, which encodes the hyperpolarization-activated channel responsible for generating the pacemaker current (I_f_) [19]. In the AVC of adult zebrafish, a small group of *hcn4*-positive cells was found in the AV valves. However, in contrast to the SAR, Hcn4-positive cells in the AVC region were Isl1-negative [20]. The earliest expression of *hcn4* in zebrafish embryonic AVC was reported from 52 hpf [21], which suggests that it could potentially function as a secondary pacemaker. Electrical silencing of cells in the SAR region of the embryonic zebrafish heart using optogenetics abolished the heartbeat, suggesting that the activities of alternative pacemaker regions, such as the AVC, are not sufficient to drive heart contractions [22]. Interestingly, surgical isolation of the ventricle from the atrium led to the establishment of the AV region as the site of electrical activation origin, which revealed its pacemaking capacity although with a slower excitation rate [20].

Besides its role in cardiac conduction, mammalian AVC gives rise to the cardiac septa and valves, which provide structural division between the four heart chambers [2, 17]. In the zebrafish heart, AVC formation is initiated as early as 30 hpf when a constriction between the atrium and ventricle separates the two chambers [23]. As heart looping is initiated at 36 hpf, *bmp4* expression becomes restricted to the AVC myocardium [24], where it plays a role in the formation of cardiac jelly together with Has2. Valve development is initiated by the formation of endocardial cushions at two opposite sides of the AVC at 55 hpf [23]. By 60 hpf, some of these endocardial cells migrate into the cardiac jelly and undergo EMT, which provides the substrate for valve development [23]. Canonical Wnt signaling is required for zebrafish endocardial cushion formation [25, 26], although its precise mechanism is still unknown. In addition, Wnt signals originating from the endocardium induce myocardial *bmp4* and *tbx2b* expression necessary for patterning the AVC myocardium [27]. Similarly, *notch1b* and its ligand *dll4* are expressed in the AVC endocardium [24, 28] and are required for the formation of the endocardial cushion as well as AV conduction tissue [23, 29].

Given its role in the formation of major cardiac structures, disruptions to AVC development results in various forms of septal defects, and valve abnormalities leading to heart failure. In addition, defects of the AV node may lead to various degrees of AV block, which gives rise to cardiac arrhythmia [30]. However, our knowledge of genetic events responsible for the development and function of the AVC is still limited. One of the main challenges in studying the AVC is posed by their complex spatial anatomy and cellular heterogeneity [31]. Therefore, isolation of specific cell populations from ambient working myocardium and other surrounding tissues is challenging, limiting the identification of clear-cut molecular markers. Moreover, functional genetic studies of the AVC in higher vertebrates are impractical due to the early embryonic lethality caused by loss of function of essential genes [8, 32–35]. Thus, there is still a lack of reliable systems that can model the development, physiology, and pathology of the AVC.

Despite its significant evolutionary distance from humans, the zebrafish holds great potential to model human pathologies affecting the AVC and AV pacemaker function due to their conserved electrophysiological properties [36, 37]. An enhancer trap screen performed in zebrafish has generated a collection of transgenic lines expressing enhanced green fluorescent protein (EGFP) in different tissues or subdomains of the heart [36, 38]. The *sqet31Et* transgenic line expresses EGFP in a ring structure marking the AVC [38], which likely corresponds to slow conducting myocytes homologous to the mammalian AV node [13, 14, 38, 39]. We utilize the in vivo labeling of the AVC in *sqet31Et* to isolate cells making up this structure and perform detailed molecular characterization by transcriptome profiling at 48 hpf and 72 hpf, corresponding to the time of CCS and cardiac valve development. To better understand the physiology of the CCS in zebrafish, we characterized electrical conduction patterns between the SAR and AVC, and cross-compared the transcriptome profiles of both pacemaker regions. We show that the AVC gene expression profile exhibits hallmarks of the mammalian AV node and reflects ongoing biological processes implicated in valve development. The transgenic line *sqet33mi59BEt*, in which the enhancer trap was inserted close by the *fhf2* gene locus, expresses EGFP in the SAR [39]. Recently, we completed the analysis of the transcriptome of these cells [40]. Comparisons between the SAR and AVC transcriptomes revealed differences reflected in expression profiles of ion channels and connexins implicated in pacemaker function. A large number of AVC-enriched genes identified in this screen had human orthologs implicated in heart conditions related to cardiac conduction and valve/septal defects, suggesting the value of our transcriptome resource in identifying targets for further clinical investigations.

## Results

### Transgenic zebrafish line *sqet31Et* expresses EGFP in the zebrafish AVC

The *sqet31Et* transgenic line carries the Tol2 transposon containing EGFP gene driven by a 460-bp basic promoter from the zebrafish *krt4* gene inserted in repetitive DNA region, which hinders mapping of the insertion site. The generation and detailed characterization of the line expressing EGFP in the bulbus arteriosus (BA) and AVC at high level and some myocardial cells at low level were described previously [38, 41]. To better visualize the GFP-expressing structure in *sqet31Et*, we performed high resolution imaging at 48 hpf and 72 hpf (Fig. 1A–D). We crossed *sqet31Et* with *Tg(myl7:mRFP)* that expresses membrane-bound RFP (mRFP) in cardiomyocytes. Confocal imaging of the AVC region revealed that at the surface of the AVC, the EGFP and mRFP expression overlapped, confirming the myocardial nature of the EGFP-expressing cells (Fig. 1C). At 72 hpf, two additional groups of ~ 3 cuboidal-shaped cells were detected at the deeper layer facing the cardiac lumen (Fig. 1D). These cells appear to be a part of the characteristic protrusion into the cardiac lumen most likely representing the developing AV cushion. Based on their location between the endocardium and myocardium, these cells have been previously defined as constituents of the non-chamber valve tissue [38, 39]. An additional EGFP expression domain detected previously [38] was observed at the BA from 72 hpf (Fig. 1B). The EGFP expressing domain in the developing heart of the *sqet31Et* transgenic line thus consists largely of AVC myocardium, with another expression domain in the BA, the latter observed only at 72 hpf.

**Fig. 1:**
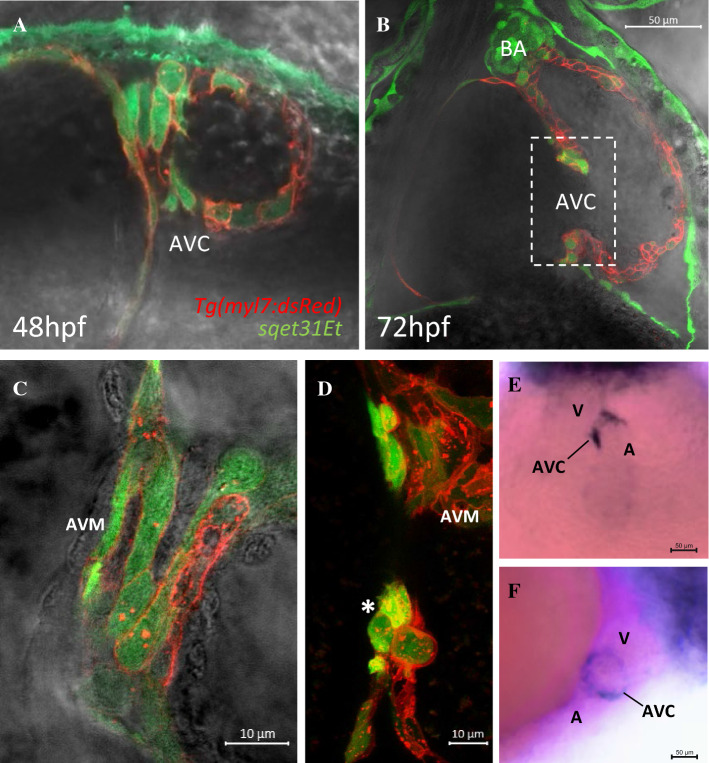
EGFP expression in the transgenic line *sqet31Et* defines cells of the AVC. **A**, **B** Confocal images showing the AVC region at 48 hpf and 72 hpf. Note the overlap between EGFP and mRFP signals, indicating extensive co-localization and confirming the largely myocardial nature of the EGFP expression domain in *sqet31Et*. **C**, **D** Close-up of the region marked in panel B at different focal planes showing the surface (**C**) and lumen (**D**) of the AVC. Note the group of three cuboidal cells protruding into the cardiac lumen at the location corresponding to the developing cardiac cushion (asterisk). **E**, **F** Whole-mount in situ hybridization of *egfp* in *sqet31Et* transgenic embryos at 72 hpf showing enrichment of EGFP expression in the AVC relative to the rest of the heart. *E* ventral, *D* lateral view, *A* atrium, *V* ventricle, *AVC* atrioventricular canal, *BA* bulbus arteriosus, *AVM* atrioventricular myocardium

### Transcriptome profile of the AVC

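The data behind the RNA-seq results are 12 libraries from hearts of *sqet31Et* embryos, an enhancer trap line in which EGFP marks the AVC. Dissociated heart cells were sorted into a fraction with EGFP fluorescence (GFP+) and one without (GFP−) at 48 and 72 hpf, and each of these 4 groups was sequenced as 3 libraries of full-length cDNA. The authors removed adapters with Cutadapt, assigned reads to GRCz11 with Salmon and deposited one whole-number count per Ensembl gene and library, without normalization. Total counts of replicates 1, 2 and 3 were 34163013, 32566421 and 25554971 in GFP+ cells and 35727715, 30868169 and 29690413 in GFP− cells at 48 hpf. At 72 hpf they were 62359004, 58567390 and 25913598 in GFP+ cells and 20530602, 45035663 and 24839655 in GFP− cells. The mean is 35484718 counts per library, while the paper states an average depth of 47000000 reads. The counts hold only reads assigned to genes, and the paper reports that a part of the reads was not mapped, so these numbers need not disagree. The values given here use the counts. Between 24792 and 26528 genes were detected per library. The 10 most counted genes took 21.0% of the counts in replicate 1 of GFP− at 72 hpf and at most 8.47% in any other library, and the scaling factors of edgeR's TMM normalization ran from 0.575 in that library to 1.18. Of 27191 genes, 23222 passed edgeR's filter on low counts and were tested in one fit of all 12 libraries as 4 groups. Each log2FC is given with its standard error (SE), and CPM are counts scaled to TMM-normalized library size (mean ± SD, n = 3). The padj is the Benjamini-Hochberg adjusted p-value of edgeR's quasi-likelihood test. The legend of Fig. 2 calls the 3 libraries of a group technical replicates, while the methods describe replicates that each held both fractions at both stages. If they are technical, SD, SE and padj cover technical spread only. Whether they came from separate pools of hearts was not settled. The block padj comes from a fit that pairs libraries of the same replicate number, separately at each stage for the comparison of the fractions. For comparisons between the stages, interactions among them, each replicate number has an effect shared by both stages. Counts of near-identical gene copies depend on how Salmon divided their reads and are uncertain for such genes.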

To characterize the molecular profile of the GFP + cell population in *sqet31Et,* we isolated these cells using fluorescence-activated cell sorting (FACS) at 48 hpf and 72 hpf (Fig. 2A) and profiled their transcriptome by RNA-seq. The rest of the heart cells, which did not express EGFP, were also collected (GFP−). Average sequencing reads mapping to the *egfp* sequence were considerably higher in GFP+ compared to GFP− samples, confirming the high representation of the EGFP-expressing cell population in the GFP+ samples (S1 Figure B). Principal component analysis (PCA) revealed tight clustering of replicates and clear separation between samples of different developmental stages (Fig. 2B).

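On the regularized log counts of the 500 most variable genes, the first principal component held 47.3% and the second 33.0% of the variance. Along the first component, the 3 libraries of GFP− at 48 hpf lay from -44.9 to -41.5 and those of GFP+ at 72 hpf from 39.5 to 44.21. GFP+ at 48 hpf (0.608 to 3.69) and GFP− at 72 hpf (-13.1 to 6.08) overlapped there and were separated along the second component, from -28.1 to -23.1 against 32.9 to 58.1. Between replicates of the other groups, Spearman's rank correlation across genes was 0.972 to 0.981, but within GFP− at 72 hpf replicate 1 reached only 0.932 with replicate 2 and 0.903 with replicate 3, against 0.971 between those 2. Genes are not independent replicates, so these correlations only describe how alike the libraries were. The share of the first component moved most with the variance-stabilizing transformation, to 61.4%, and that of the second with the regularized log of all tested genes, to 22.9%.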

**Fig. 2:**
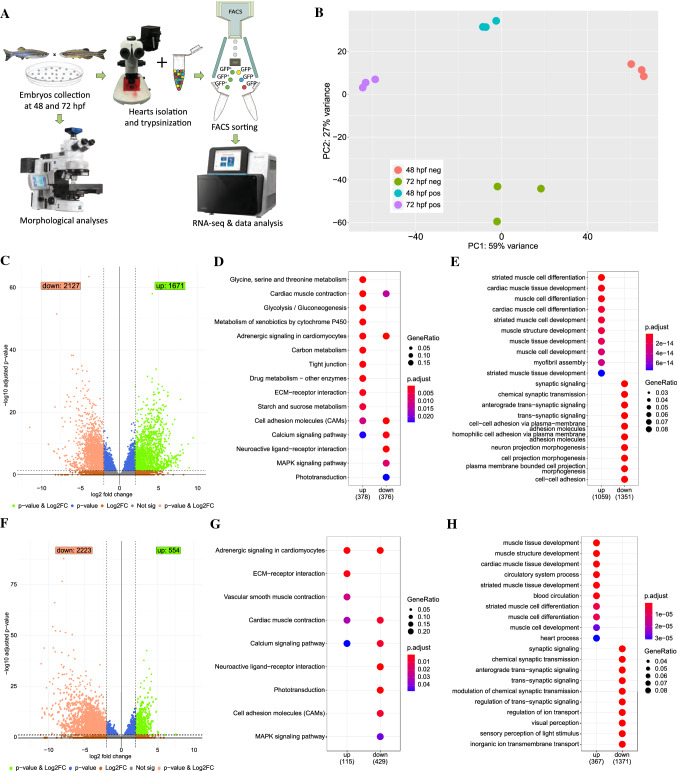
Transcriptome profiling of the GFP+ cells isolated from *sqet31Et.* **A** Scheme of experimental design. **B** Principal component analysis (PCA) on normalized RNA-seq data (regularized log) showing variance between three technical replicates of each sample as well as between samples. **C**, **F** Volcano plots showing genes differentially expressed between EGFP-positive and -negative cells at 48 hpf (**C**) and 72 hpf (**F**). DESeq2 was used to calculate log2FC and padj values. Green spots indicate genes considered as significant (padj < 0.05) with at least twofold change between groups (log2FC > 2). Accordingly, light red spots represent significant genes with log2FC smaller than -2. **D**, **G** KEGG pathway enrichment of differentially expressed genes at 48 hpf and 72 hpf. Enrichment analysis was performed on a gene list meeting the following criteria: log2FC > 2 or log2FC < -2 and padj < 0.05. Same criteria were used to perform biological process Gene Ontology terms enrichment on up- and down-regulated genes (**E**, **H**). Top ten terms for each enrichment analysis are shown

To identify genes that are enriched in the AVC compared to the rest of the heart, we performed differential expression analysis between the GFP+ and GFP− fractions. 

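With edgeR's quasi-likelihood test at padj below 0.05 and an absolute log2FC above 2, 3474 genes differed between GFP+ and GFP− cells at 48 hpf, 1484 higher and 1990 lower in GFP+. At 72 hpf the number was 2399, with 522 higher and 1877 lower. Both stages shared 1346 genes, of which 252 were higher in GFP+ at both, 1068 lower at both and 26 changed direction. Deviations of same-numbered GFP+ and GFP− libraries from their group means correlated across genes at a mean r of 0.190 at 48 hpf and 0.209 at 72 hpf. For libraries of different numbers it was -0.0946 and -0.105. Deviations cancel within each group of 3 libraries, so these 2 values nearly follow from the same-numbered ones. They give no separate comparison. At 72 hpf the r of replicates 1, 2 and 3 was 0.338, -0.0823 and 0.369, so replicate 2 showed no pairing there. With the replicate block the counts were 3481 genes at 48 hpf (3338 of them also called without it), 2291 at 72 hpf (2149) and 1300 at both. The choice that moved them most was edgeR's glmTreat, which tests against the log2FC limit itself and called 1005 genes at 48 hpf, 642 at 72 hpf and 237 at both. Across the fits that each left out one library, the count was 3002 to 3470 at 48 hpf and 1816 to 2494 at 72 hpf. Among genes with a mean log2 CPM of at least 3 that changed alike in all 3 same-numbered pairs, the largest rises at 48 hpf were those of the gene ENSDARG00000100406 with a log2FC of 6.52 (SE 0.92, padj = 0.00035, block padj = 0.0013), *fga* (ENSDARG00000020741) with 6.33 and *uox* (ENSDARG00000007024) with 6.13. The largest falls were those of *GNB3* (ENSDARG00000004358) with a log2FC of -8.24 (SE 1.02, padj = 0.00018, block padj = 0.00020) and of a pair of globin genes whose near-identical copies make their counts uncertain, an *HBE1*-named gene (ENSDARG00000115405) with -7.48 and *hbae1.3* (ENSDARG00000089124) with -7.47. At 72 hpf, *loxa* (ENSDARG00000003259) rose most, with a log2FC of 4.31 (SE 0.63, padj = 0.00062, block padj = 0.0011), followed by *angptl2a* (ENSDARG00000024030) with 4.26, and 3 globin genes fell most, among them *hbae1.3* with -10.38. Of the largest rises at 48 hpf, *fga* belongs to a panel of 10 liver marker genes. All 10 were higher in GFP+ at 48 hpf at padj below 0.05, with a mean log2FC of 5.33. A large rise in GFP+ alone therefore does not make a gene a marker of the AVC.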

In both developmental stages, a total of 3798 and 2777 genes were differentially expressed at 48 hpf and 72 hpf, respectively (absolute log2FC > 2, padj < 0.05), of which 1492 were common for both stages (Fig. 2C, F, S2 Table). GO and KEGG pathway enrichment analyses at 48 hpf revealed that the set of genes overexpressed in GFP+ compared to GFP− cells (absolute log2FC > 2, padj < 0.05; “AVC-enriched genes”) was overrepresented for functional terms related to cardiac muscle development and function (“cardiac muscle contraction”, “adrenergic signaling in cardiomyocytes”, “cardiac muscle development”, “cardiac muscle differentiation”, and “calcium signaling pathway”), in line with the myocardial identity of the GFP+ fraction (Fig. 2D, E, S3 Table). 

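Enrichment of GO and KEGG terms was not recomputed, and the genes listed under each term are the paper's own calls, so their overlap with the present calls does not measure stability. Of the 33 genes the paper lists under cardiac muscle tissue development at 48 hpf, 33 were higher in GFP+ past both thresholds of edgeR's quasi-likelihood test, with a median log2FC of 3.65. The same held for 26 of 26 genes under cardiac muscle cell differentiation and for 31 of the 32 tested under heart contraction. For a panel of 9 tested cardiomyocyte genes, among them *myl7*, *tnnt2a*, *myh6* and *ttn.2*, the mean log2 CPM was 7.77 ± 0.45 (SD, n = 3) in GFP+ and 2.13 ± 1.26 (SD, n = 3) in GFP− cells. The mean log2FC was 5.64 (padj = 5.5e-09, block padj = 3.0e-07) from limma's camera test of the panel against all other genes, adjusted over 13 panels, and 9 of its genes had padj below 0.05. In the order given, the numbers for these terms were 33, 26 and 31 with total counts in place of TMM, 32, 25 and 32 with the replicate block, and 30 to 33, 23 to 26 and 29 to 32 when one library was left out. The cardiomyocyte panel holds genes of working as well as AVC cardiomyocytes. Its difference separates cells rich in cardiomyocyte transcripts from cells poor in them. A higher log2FC in GFP+ at 48 hpf therefore need not set the AVC apart from chamber myocardium.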

On the other hand, functional terms related to cell–cell adhesion ("cell adhesion molecules", "cell–cell adhesion") were overrepresented among transcripts overexpressed in the GFP- cell population. 

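The paper lists 66 genes under cell-cell adhesion among transcripts lower in GFP+ at 48 hpf, of which 30 could be matched by name and tested here. Of these, 28 were lower in GFP+ past both thresholds of edgeR's quasi-likelihood test, with a median log2FC of -2.99. Homophilic cell adhesion via plasma membrane adhesion molecules gave 30 of 31 genes with a median of -3.03. These numbers became 26 and 28 with total counts in place of TMM, 27 and 29 with the replicate block, and 24 to 27 and 26 to 29 when one library was left out. Among the same transcripts the paper also lists 114 genes under synaptic signaling. Of 22 tested, 19 were lower in GFP+ past both thresholds (median log2FC -3.08). At 72 hpf it lists 43 genes under visual perception, and 16 of 18 tested were lower (median -6.80).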

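At 72 hpf, 15 of 15 tested genes under cardiac muscle tissue development (median log2FC 2.78) and 13 of 13 under heart contraction were higher in GFP+ by edgeR's quasi-likelihood test, and 21 of 23 under cell-cell adhesion were lower (median -3.60). The cardiomyocyte panel had a mean log2FC of 2.53 (padj = 4.1e-05, block padj = 0.00012) by camera, and 5 of its 9 genes were higher in GFP+ at padj below 0.05. For 7 genes of vascular smooth muscle and the bulbus arteriosus (BA), among them *elnb*, *mylka*, *tagln* and *fbln5*, the mean log2FC between the fractions was 2.02 (padj = 0.00062, block padj = 0.0015) at 72 hpf. It was 2.16 (padj = 0.0012, block padj = 0.0011) at 48 hpf, and the difference between the stages was not past the threshold (padj = 0.42, block padj = 0.40). Of these genes, *elnb* was at or under 3 counts in every library at 48 hpf, so its part in the 48 hpf mean and in that difference carries no information. The mean difference between the stages was -0.13 while camera's direction was up. Within the panel, *fbln5* had an interaction of 2.06 that was past the threshold. The level of the 7 genes rose with age in both fractions, in GFP+ from a mean log2 CPM of 3.47 ± 0.27 to 9.16 ± 0.12 and in GFP− from 1.31 ± 0.46 to 7.14 ± 0.28 (SD, n = 3 each). In GFP+ cells the mean log2FC of 72 against 48 hpf was 5.69 (padj = 2.0e-10 by camera). For the 3 terms, scaling to total counts gave 14, 13 and 22 genes, the replicate block 15, 13 and 21, and the fits that left out one library 11 to 15, 10 to 13 and 16 to 21.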

At 72 hpf, similar functional terms were overrepresented with the addition of “vascular smooth muscle contraction” term (Fig. 2G, H, S3 Table), which likely corresponded to the initiation of EGFP expression in the BA at this stage.

To assess whether GFP+ fraction contained AVC cells, we explored the presence of known markers of AVC in our dataset. We established a set of AVC marker genes for zebrafish and mammals by retrieving genes annotated with the term “atrioventricular canal” from the ZFIN (http://zfin.org/) and MGI [42] gene expression databases. Intersection of these known markers with the AVC-enriched transcriptome returned 46 and 58 genes in common, which were enriched in GFP+ cells at both 48 hpf and 72 hpf, respectively (Fig. 3A, B; S4 Table). 

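Of the AVC markers listed for 48 hpf, 72 were tested, and 48 were higher in GFP+ at padj below 0.05 over all genes by edgeR's quasi-likelihood test (52 with the replicate block). At 72 hpf it was 47 of 77 (52 with the block), and 26 markers were higher at both stages. Adjusted over the list alone, 71 and 76 markers passed in either direction, but the lists hold the paper's own calls and so show no stability. Scaling to total counts in place of TMM moved the 72 hpf count most, to 31. The log2FC of the listed markers ran from -4.68 to 5.61 at 48 hpf and from -5.20 to 3.85 at 72 hpf. Total counts moved the 48 hpf count to 38, and the fits that left out one library gave 34 to 47 at 48 hpf and 35 to 47 at 72 hpf.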

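*bmp4* (ENSDARG00000019995) had 80.9 ± 1.56 CPM in GFP+ and 19.4 ± 0.710 CPM in GFP− cells at 48 hpf, a log2FC of 2.06 (SE 0.23, padj = 0.00012, block padj = 0.00033) by edgeR's quasi-likelihood test. At 72 hpf its log2FC was 0.96 (SE 0.22, padj = 0.010, block padj = 0.013), and at each stage it kept padj below 0.05 in all 6 fits that left out one of the libraries compared. *wnt2bb* (ENSDARG00000032234) had a log2FC of 4.02 (SE 0.45, padj = 0.00012, block padj = 0.00051) at 48 hpf and a log2FC of 1.15 (SE 0.40, padj = 0.066, block padj = 0.082) at 72 hpf, where it did not pass. *snai1b* (ENSDARG00000046019) had a log2FC of 0.98 (SE 0.25, padj = 0.011, block padj = 0.016) at 48 hpf, kept that call in 4 of these 6 fits, and did not differ at 72 hpf (log2FC 0.092, padj = 0.83, 0.85 with the block). *hey2* (ENSDARG00000013441) was higher at both stages, with a log2FC of 1.26 (SE 0.38, padj = 0.025, block padj = 0.0088) at 48 hpf and a log2FC of 1.85 (SE 0.39, padj = 0.0054, block padj = 0.0023) at 72 hpf. *hnf1ba* (ENSDARG00000006615) had a log2FC of 3.15 (SE 0.44, padj = 0.00034, block padj = 0.00076) at 48 hpf and a log2FC of 1.23 (SE 0.41, padj = 0.058, block padj = 0.052) at 72 hpf. The difference between the stages was itself past the threshold for *wnt2bb* (interaction padj = 0.012, block padj = 0.017) and not for *snai1b* (interaction padj = 0.14, block padj = 0.16). For *hnf1ba* its padj lay on either side of it (interaction padj = 0.062, block padj = 0.038). The interaction of *bmp4* was -1.09 and not past the threshold (interaction padj = 0.052, block padj = 0.062). It passed with DESeq2's Wald test (padj = 2.3e-05) and in 1 of the 12 fits that left out one library. *bmp4* at 72 hpf (padj = 0.12) and *snai1b* at 48 hpf (padj = 0.052) did not pass with total counts in place of TMM, nor did *bmp4* at 72 hpf (padj = 0.15) in a fit of only the 2 groups compared. The interaction of *hnf1ba* (padj = 0.045) passed with DESeq2's size factors. *wnt2bb* at 72 hpf (padj = 0.018), *hnf1ba* at 72 hpf (padj = 0.023), the interaction of *snai1b* (padj = 0.043) and the interaction of *hnf1ba* (padj = 0.011) passed with DESeq2's Wald test. The interaction of *hnf1ba* passed in 2 of the 12 fits that left out one library. *hey2* at 48 hpf passed in 2 of the 6 fits that left out one library.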

Notably, several of these genes were known to be expressed specifically in zebrafish AVC myocardium, including *bmp4* [24], *wnt2bb* [43], *snai1b* [44], *hey2* [45], and *hnf1ba* [13]. On the other hand, 27 genes which were enriched in the GFP- population overlapped known AVC markers at either or both developmental stages. These included *id4* and *notch1b* reported to be expressed in the endocardium [29, 46], which suggests that the GFP+ cells in *sqet31Et* are less likely to be endocardial.

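By edgeR's quasi-likelihood test, 17 AVC markers of either list were lower in GFP+ at 48 hpf and 18 at 72 hpf, 27 at either stage and 8 at both. With the replicate block, 18 of the markers listed for 48 hpf and 17 of those listed for 72 hpf were lower. Of the 104 markers on either list, 7 were higher at one stage and lower at the other. On the 2 lists, 14 and 11 were lower when scaled to total counts, and 12 to 15 and 6 to 15 when one library was left out.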

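*id4* (ENSDARG00000045131) had a log2FC of -3.03 (SE 0.59, padj = 0.0022, block padj = 0.0018) at 48 hpf and a log2FC of -2.496 (SE 0.58, padj = 0.0099, block padj = 0.013) at 72 hpf by edgeR's quasi-likelihood test. It passed at both stages in all 6 fits that left out one of the libraries compared. *notch1b* (ENSDARG00000052094) did not differ between the fractions, with a log2FC of -0.40 (SE 0.44, padj = 0.53, block padj = 0.44) at 48 hpf and a log2FC of -0.28 (SE 0.44, padj = 0.70, block padj = 0.87) at 72 hpf. Over 7 genes of endocardium and endothelium (among them *cdh5*, *kdrl* and *tie1*), the mean log2FC by camera was 0.86 (padj = 0.10, block padj = 0.041) at 48 hpf. At 72 hpf it was -1.37 (padj = 0.012, block padj = 0.0060), and the stages differed (padj = 0.0011, block padj = 0.00029). At 48 hpf 1 of the genes was higher in GFP+ at padj below 0.05, and at 72 hpf 3 were lower.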

**Fig. 3:**
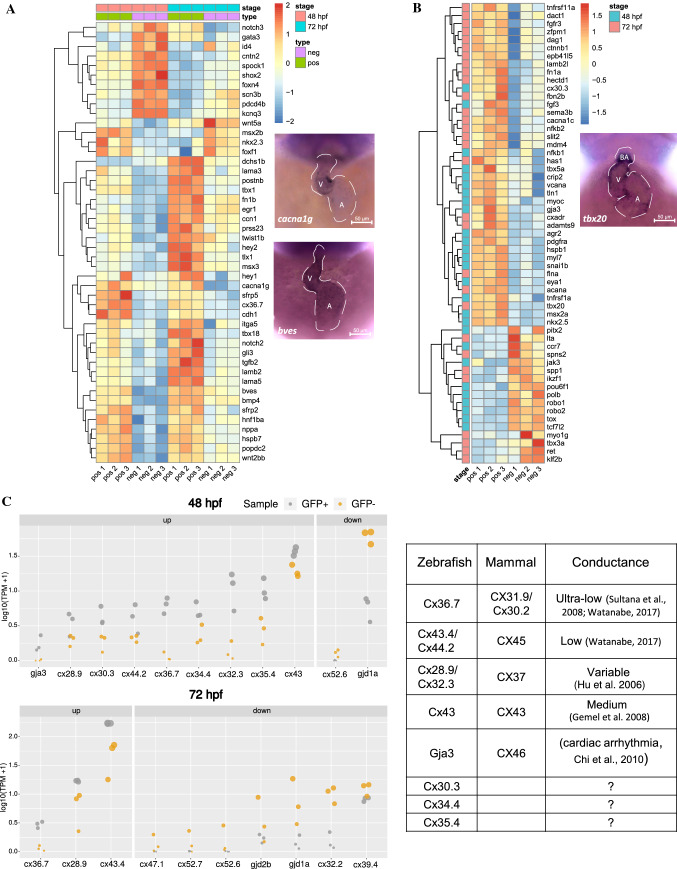
AVC gene signatures are enriched in *sqet31Et* EGFP-expressing cells. Signatures were retrieved from MGI and ZFIN databases and used to identify molecular markers associated with AVC expressed in the studied dataset (padj < 0.05). **A** Heatmap depicts the dynamic of changes of known molecular AVC signatures that are in common across the developmental stage. **B** AVC markers uniquely expressed in either 48 hpf or 72 hpf stage. **C** Expression (in log10(TPM + 1)) of genes encoding connexins, components of gap junctions which confer conductance properties between cells, in GFP+ and GFP− cells at 48 hpf and 72 hpf. Mammalian homologs of each connexin gene and their known conductance properties are described in the accompanying table

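For 48 hpf, 70 of the 108 identifiers in S5 Table were analysed here, and 64 passed the filter on low counts. Of these, 28 were higher in GFP+ at padj below 0.05 over all genes by edgeR's quasi-likelihood test, 37 passed when adjusted over the list alone, and 1 was lower. With the replicate block the number higher was 32, and it moved most with the Wald test of DESeq2, to 37 of 70. The median log2FC of the tested lincRNAs was 1.42. For 72 hpf, 8 of 19 identifiers were analysed, 7 were tested and 5 were higher in GFP+ (6 with the block), with 6 past the threshold over the list alone. The numbers higher at 48 and 72 hpf were 33 and 4 when scaled to total counts, and 20 to 30 and 3 to 5 when one library was left out.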

Besides protein-coding genes, we found 108 and 19 transcripts defined as long intergenic noncoding RNAs (lincRNAs) according to the ENSEMBL database which were overexpressed in GFP+ cells at 48 hpf and 72 hpf stages, respectively (padj < 0.05; S5 Table). Among the lncRNAs overexpressed at 48hpf is the lincRNA ALIEN (*linc.alien*, ENSDARG00000097567) and *si:ch211-265g21.1*. 

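*linc.alien* had 1.27 ± 0.724 CPM in GFP+ and 0.322 ± 0.122 CPM in GFP− cells at 48 hpf, a log2FC of 1.98 (SE 0.80, padj = 0.081, block padj = 0.057) by edgeR's quasi-likelihood test, which is not past the threshold. *si:ch211-265g21.1* (ENSDARG00000096508) had 130.1 ± 66.1 CPM against 31.2 ± 7.62 CPM, a log2FC of 2.06 (SE 0.40, padj = 0.0021, block padj = 0.0029). It did not differ at 72 hpf (log2FC -0.44, SE 0.38, padj = 0.45, block padj = 0.37), and the stages differed (interaction padj = 0.016, block padj = 0.026). *linc.alien* at 48 hpf passed with total counts (padj = 0.044), with DESeq2's Wald test (padj = 0.047) and in a fit of only the 2 groups compared (padj = 0.028), as it did in 1 of the 6 fits that left out one library. The interaction of *si:ch211-265g21.1* passed in 11 of the 12 fits that left out one library.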

The mammalian ortholog of *linc.alien* is known to be expressed in cardiovascular progenitors, and its function in cardiac lineage specification was demonstrated in both mammals and zebrafish [47]. The lncRNA *si:ch211-265g21.1* was previously reported to be expressed in the embryonic zebrafish heart [48]. Additionally, MALAT-1 (*malat1*) which was reported to be expressed in heart [49] was found to be differentially expressed between 72 and 48 hpf. 

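In GFP+ cells, *malat1* (ENSDARG00000099970) rose from 4910 ± 634 CPM at 48 hpf to 26522 ± 4745 CPM at 72 hpf, a log2FC of 2.43 (SE 0.38, padj = 0.00099) by edgeR's quasi-likelihood test. It was 2.32 to 2.57 across the fits that each left out one library. In GFP− cells it was at 6242 ± 2620 CPM and 26438 ± 9205 CPM. The fractions did not differ at either stage (padj = 0.51 and 0.995, 0.55 and 0.94 with the replicate block), and at 72 hpf the sign of the difference changed with DESeq2's size factors.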

The rest of the lincRNAs in our list were mostly uncharacterized, which suggests the value of our transcriptome resources for discovering novel factors contributing to AVC development.

Besides the known AVC markers, the AVC-enriched transcriptome consisted of many other transcripts which were not previously associated with AVC or heart processes. To further validate the AVC-enriched transcriptome, we performed WISH on eight selected AVC-enriched transcripts with no previous heart expression reported. All of these were expressed in the AVC except for one, *si:dkey-57k2.6*, which is expressed only in the BA (S2 Figure). Another transcript, *si:dkey-164f24.2*, was expressed in the whole heart including the AVC (S2 Figure). Therefore, utilizing the *sqet31Et* transgenic line to specifically enrich for the GFP+ cell population, our RNA-seq analysis revealed the transcriptome representing the AVC, with contribution from the BA at 72 hpf.

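Among the genes whose in situ hybridization primers S1 Table lists, *si:dkey-164f24.2* (ENSDARG00000089418) was higher in GFP+ at 48 hpf with a log2FC of 3.74 (SE 0.50, padj = 0.00027, block padj = 0.00082) and at 72 hpf with a log2FC of 2.51 (SE 0.47, padj = 0.0029, block padj = 0.0066) by edgeR's quasi-likelihood test. *si:dkey-57k2.6* (ENSDARG00000095608) rose in GFP+ cells from 1.23 ± 1.19 CPM to 175 ± 34.1 CPM between the stages. Between the fractions it had a log2FC of 2.19 (SE 0.91, padj = 0.088, block padj = 0.088) at 48 hpf and a log2FC of 2.97 (SE 0.80, padj = 0.022, block padj = 0.0054) at 72 hpf. *bves* (ENSDARG00000058548) had a log2FC of 2.70 (SE 0.32, padj = 0.00015, block padj = 0.00024) at 48 hpf and a log2FC of 1.16 (SE 0.30, padj = 0.019, block padj = 0.013) at 72 hpf. *tbx20* (ENSDARG00000005150) and *podxl* (ENSDARG00000031228) passed at 72 hpf, with a log2FC of 2.42 (SE 0.41, padj = 0.0016, block padj = 0.00078) and a log2FC of 1.82 (SE 0.39, padj = 0.0067, block padj = 0.0034). Without the block they did not pass at 48 hpf (padj = 0.11, block padj = 0.021 for *tbx20*; padj = 0.13, block padj = 0.053 for *podxl*). The difference between the stages was past the threshold for *bves* (interaction padj = 0.044, block padj = 0.035) and not for *tbx20* (interaction padj = 0.11, block padj = 0.10) or *podxl* (interaction padj = 0.26, block padj = 0.19). *bves* at 72 hpf (padj = 0.059) and the interaction of *bves* (padj = 0.10) did not pass with total counts in place of TMM. With no filter on low counts, the interaction of *bves* (padj = 0.056) did not. In a fit of only the 2 groups compared, *si:dkey-57k2.6* at 72 hpf (padj = 0.053), *bves* at 72 hpf (padj = 0.079) and *podxl* at 72 hpf (padj = 0.057) did not. *si:dkey-57k2.6* at 48 hpf (padj = 0.032) passed with DESeq2's Wald test. *podxl* at 48 hpf (padj = 0.027) passed in a fit of only the 2 groups compared. *tbx20* at 48 hpf passed in 1 of the 6 fits that left out one library. *si:dkey-57k2.6* at 72 hpf passed in 2 and *bves* at 72 hpf in 4 of the 6 fits that left out one library, and the interaction of *bves* in 2 of 12. From RNA-seq of the GFP+ population enriched with the *sqet31Et* line, the paper concludes that the transcriptome so obtained represents the AVC, with a part from the BA at 72 hpf.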

To further discriminate the BA-associated genes from the AVC in the 72 hpf dataset, we intersected our data with a previously reported BA transcriptome of the adult zebrafish [100]. We found 56 out of 59 known BA-expressed genes enriched in GFP+ cells at 72 hpf (S6 Table). 

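Of 56 BA genes shown in S6 Table, 55 were tested, and 54 were higher in GFP+ at 72 hpf at padj below 0.05 by edgeR's quasi-likelihood test (54 with the replicate block). All 55 passed when adjusted over the list alone, which holds the paper's own calls and so shows no stability. Their log2FC ran from 1.04 to 4.21 with a median of 1.85. The number higher was 40 when scaled to total counts in place of TMM, and 43 to 52 when one library was left out.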

Unlike the AVC myocardium, the BA is mainly composed of smooth muscle [50]. Accordingly, in the 72 hpf dataset, we observed the enrichment of transcripts encoding smooth muscle light chain kinase (*mylka*), elastin B (*elnb*) and elastin A (*elna*) which is known to promote the differentiation of smooth muscle cell [51]*,* as well as *ltbp3* and *fbln5* implicated in maturation and function of elastin [51–53] (S6 Figure). Therefore, although the 72 hpf GFP+ transcriptome contained genes expressed in the BA in addition to AVC, their largely distinct tissue composition, as well as the availability of BA transcriptome data [54], allowed us to distinguish between them. 

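At 72 hpf, *elnb* (ENSDARG00000069017) had 149 ± 14.8 CPM in GFP+ and 8.71 ± 1.63 CPM in GFP− cells, a log2FC of 4.09 (SE 0.37, padj = 4.4e-05, block padj = 0.00017) by edgeR's quasi-likelihood test. At 48 hpf it was at or under 3 counts in every library, so its rise in GFP+ cells was at least 10.72 on the log2 scale. *mylka* (ENSDARG00000034801) had a log2FC of 2.15 (SE 0.37, padj = 0.0017, block padj = 0.00062), *ltbp3* (ENSDARG00000035682) a log2FC of 3.32 (SE 0.54, padj = 0.0012, block padj = 0.00038) and *fbln5* (ENSDARG00000039273) a log2FC of 4.21 (SE 0.38, padj = 4.1e-05, block padj = 9.1e-05). In GFP+ cells *fbln5* rose from 43.8 ± 9.31 CPM at 48 hpf to 5260 ± 909.8 CPM at 72 hpf. Of these, only *fbln5* was already past the threshold at 48 hpf, with a log2FC of 2.15 (SE 0.35, padj = 0.00074, block padj = 0.00046). The block brought *ltbp3* to 0.036 there, and *fbln5* differed between the stages (interaction padj = 0.021, block padj = 0.013). *elna* was not analysed here. The interaction of *fbln5* passed in 7 of the 12 fits that left out one library.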

On the other hand, the expression of EGFP in the AVC and BA of the *sqet31Et* transgenic line adds to a list of common markers of these cell lineages.

### AVC gene expression profile shows signatures of AV pacemaker

A hallmark feature of mammalian AVC myocardium is slow conduction, a property conferred by the composition of gap junctions between cells [9, 10]. 

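Of 11 connexin genes shown for 48 hpf in S7 Table, 9 were higher and 2 lower in GFP+ at padj below 0.05 by edgeR's quasi-likelihood test (8 higher with the replicate block). For 72 hpf, 8 of 10 were tested, with 3 higher (3 with the block) and 5 lower. The count at 48 hpf was 5 to 8 across the fits that each left out one library. At 72 hpf 2 were higher in each of those fits. Total counts in place of TMM gave 7 higher and 2 lower at 48 hpf, and 2 higher and 3 lower at 72 hpf.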

Among the transcripts enriched in the GFP+ cell population, we found ten encoding various connexins. These consisted of *cx36.7* (ortholog of human CX31.9 and murine Cx30.2 [55, 56]) and *cx43.4/cx44.2* (ortholog of human CX45 [56]), whose mammalian orthologs form low or ultralow conductance gap junctions in the AV node [11, 12, 57]. These were enriched in the GFP+ population at both developmental stages, while other connexin transcripts were enriched only at 48 hpf (padj < 0.05). 

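*cx36.7* (ENSDARG00000017927) had a log2FC of 5.32 (SE 0.66, padj = 0.00018, block padj = 0.00039) at 48 hpf and a log2FC of 3.46 (SE 0.63, padj = 0.0023, block padj = 0.0039) at 72 hpf by edgeR's quasi-likelihood test. *cx43.4* (ENSDARG00000007099) did not differ at 48 hpf (log2FC -0.12, SE 0.24, padj = 0.76, block padj = 0.76) and had a log2FC of 1.58 (SE 0.25, padj = 0.0010, block padj = 0.0019) at 72 hpf. *cx44.2* (ENSDARG00000034207) had a log2FC of 1.51 (SE 0.41, padj = 0.014, block padj = 0.013) at 48 hpf and did not differ at 72 hpf (log2FC 0.059, SE 0.40, padj = 0.94, block padj = 0.84). There its sign changed with DESeq2's size factors and with DESeq2's Wald test. *cx44.2* at 48 hpf passed in 4 of the 6 fits that left out one library.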

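The test of the difference between the stages passed for *cx43.4*, with an interaction of 1.69 on the log2 scale (padj = 0.012, and 0.018 with the replicate block), but not for *cx36.7* (padj = 0.22, block padj = 0.22) or *cx44.2* (padj = 0.13, block padj = 0.10) by edgeR's quasi-likelihood test. The interaction of *cx43.4* (padj = 0.051) did not pass with total counts in place of TMM.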

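*cx28.9* (ENSDARG00000041797) was higher in GFP+ at both stages, with a log2FC of 1.47 (SE 0.45, padj = 0.026, block padj = 0.051) at 48 hpf and a log2FC of 1.41 (SE 0.43, padj = 0.041, block padj = 0.046) at 72 hpf by edgeR's quasi-likelihood test. Its call at 72 hpf was lost in each fit that left out one library. *cx32.3* (ENSDARG00000041787) was higher only at 48 hpf (log2FC 5.12, SE 0.67, padj = 0.00023, block padj = 0.0016), had a log2FC of 0.71 at 72 hpf (padj = 0.37, block padj = 0.40), and differed between the stages (interaction padj = 0.0086, block padj = 0.014). *cx43* (ENSDARG00000041799) had a log2FC of 1.02 (SE 0.28, padj = 0.016, block padj = 0.0086) at 48 hpf and -0.070 at 72 hpf (padj = 0.88, block padj = 0.94), and the difference between the stages was not past the threshold (interaction padj = 0.11, block padj = 0.090). *gja3* (ENSDARG00000021889) had 0.578 ± 0.311 CPM in GFP+ at 48 hpf and at most 3 counts in each GFP− library, so its log2FC there is at least 2.75 (padj = 0.0028, and 0.0032 with the block). It did not pass at 72 hpf (padj = 0.27, block padj = 0.17), nor did the interaction (interaction padj = 0.092, block padj = 0.073). *cx28.9* at 48 hpf (padj = 0.061), *cx28.9* at 72 hpf (padj = 0.13) and *cx43* at 48 hpf (padj = 0.087) did not pass with total counts in place of TMM. The interaction of *cx43* (padj = 0.017) passed with DESeq2's Wald test. The interaction of *cx43* passed in 1 of the 12 and the interaction of *gja3* in 1 of the 12 fits that left out one library. *cx28.9* at 48 hpf passed in 2 and *cx43* at 48 hpf in 3 of the 6 fits that left out one library.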

The latter group consisted of *cx28.9/cx32.3* (ortholog of human CX37 [56]), *cx43*, and *gja3/cx46* (Fig. 3C; S7 Table). Among those with the highest fold change between the GFP + and GFP- cell populations were *cx36.7*, *gja3/cx46*, and *cx32.3* at 48 hpf and *cx36.7* at 72 hpf. 

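At 48 hpf, *cx36.7* and *cx32.3* had the largest log2FC of the connexins whose GFP− libraries were not all at or under 3 counts, and they differed from each other by less than the SE of either. The log2FC of *gja3* is known only as a lower bound, so its rank among them cannot be given. At 72 hpf *cx36.7* had the largest log2FC of the 3 connexins called higher by edgeR's quasi-likelihood test, followed by *cx43.4* and *cx28.9*.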

Loss of function of mammalian CX46 leads to cardiac conduction disorders, while the loss of *gja3/cx46* in the zebrafish mutant *dco* causes defects in heart morphology and ventricular conduction pattern [58]. The enrichment of genes encoding connexins forming low conductance gap junctions likely reflects the conduction delaying property of the AVC region. 

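At 48 hpf, *cx30.3* (ENSDARG00000042707) had a log2FC of 2.00 (SE 0.53, padj = 0.013, block padj = 0.0096), *cx34.4* (ENSDARG00000075854) a log2FC of 1.78 (SE 0.47, padj = 0.012, block padj = 0.024) and *cx35.4* (ENSDARG00000042866) a log2FC of 2.49 (SE 0.46, padj = 0.0017, block padj = 0.0072) by edgeR's quasi-likelihood test. At 72 hpf none of these passed, with log2FC of 1.42 (padj = 0.083, block padj = 0.067), 1.20 (padj = 0.094, block padj = 0.12) and 0.30 (padj = 0.66, block padj = 0.69). The interaction had padj on either side of the threshold for *cx35.4* (interaction padj = 0.049, block padj = 0.058), and did not pass for *cx30.3* (interaction padj = 0.64, block padj = 0.53) or *cx34.4* (interaction padj = 0.59, block padj = 0.62). The interaction of *cx35.4* did not pass with total counts in place of TMM (padj = 0.090) or with no filter on low counts (padj = 0.058). *cx30.3* at 48 hpf passed in 5 and *cx34.4* at 48 hpf in 3 of the 6 fits that left out one library, and the interaction of *cx35.4* in 3 of 12.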

Besides those known for their role in cardiac conduction, transcripts encoding other members of the connexin family [Cx30.3 (CX30), Cx34.4 (CX30.3) and Cx35.4 (CX31)] were also enriched in the GFP+ cell population. These have not been previously implicated in heart or pacemaker function and are candidates for further investigation.

Besides delaying electrical conduction between atrium and ventricle, the AV node also possess intrinsic pacemaker activity [3, 5]. To determine whether this feature is conserved in the zebrafish, we searched amongst the GFP+ gene list for those known to be expressed in the AV node or associated with pacemaker development and function (S8 Table; [9, 59, 60]). Confirming previous reports [21], *hcn4* expression was observed in GFP+ cell population at both 48 hpf and 72 hpf (S3 Figure; S8 Table). In addition, genes encoding zebrafish orthologs of Tbx18, Shox2, and Tbx2/3 [61–63] were expressed in the GFP+ population (S3 Figure, S8 Table). 

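*hcn4* (ENSDARG00000061685) had 9.33 ± 1.92 CPM in GFP+ and 6.09 ± 0.940 CPM in GFP− cells at 48 hpf, and 2.65 ± 0.205 CPM and 1.88 ± 1.14 CPM at 72 hpf. In GFP+ cells it fell between the stages, with a log2FC of -1.82 (SE 0.39, padj = 0.0059) by edgeR's quasi-likelihood test.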

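*tbx18* (ENSDARG00000036930) had 29.6 ± 19.6 CPM in GFP+ at 48 hpf and 102 ± 27.0 CPM at 72 hpf, with a log2FC of 1.72 (SE 0.53, padj = 0.026, block padj = 0.0045) between the fractions at 48 hpf and a log2FC of 3.85 (SE 0.57, padj = 0.00071, block padj = 0.00019) at 72 hpf by edgeR's quasi-likelihood test. *shox2* (ENSDARG00000075713) had 4.36 ± 0.798 CPM and 1.05 ± 0.118 CPM in GFP+ and was lower there than in GFP−, with a log2FC of -2.52 (SE 0.39, padj = 0.00061, block padj = 0.0017) at 48 hpf and a log2FC of -1.46 (SE 0.40, padj = 0.023, block padj = 0.036) at 72 hpf. *tbx2a* (ENSDARG00000018025) (64.2 ± 4.26 CPM and 100.3 ± 16.8 CPM in GFP+) and *tbx2b* (ENSDARG00000006120) (63.0 ± 7.21 CPM and 60.2 ± 6.80 CPM) did not differ between the fractions, with padj of 0.86 and 0.21 at 48 hpf and 0.91 and 0.19 at 72 hpf (with the block 0.83, 0.18, 0.80 and 0.15). *tbx3a* (ENSDARG00000002216) was lower in GFP+ at 72 hpf, with a log2FC of -2.05 (SE 0.51, padj = 0.014, block padj = 0.0048), and had padj = 0.18 at 48 hpf (0.048 with the block; interaction padj = 0.32, block padj = 0.26). *tbx3b* (ENSDARG00000061509) had a log2FC of 2.63 (SE 0.97, padj = 0.057, block padj = 0.044) at 48 hpf and did not differ at 72 hpf (log2FC -0.18, SE 0.96, padj = 0.91, block padj = 0.89; interaction padj = 0.21, block padj = 0.21). *tbx18* at 48 hpf (padj = 0.054) and *shox2* at 72 hpf (padj = 0.056) did not pass with total counts in place of TMM, nor did *shox2* at 72 hpf (padj = 0.059) and *tbx3a* at 72 hpf (padj = 0.066) in a fit of only the 2 groups compared. *tbx3b* at 48 hpf (padj = 0.020) passed with DESeq2's Wald test. *tbx3a* at 48 hpf (padj = 0.0075) passed in a fit of only the 2 groups compared. *tbx3b* at 48 hpf passed in 1 of the 6 and the interaction of *tbx3b* in 1 of the 12 fits that left out one library. *tbx18* at 48 hpf passed in 2, *shox2* at 72 hpf in 2 and *tbx3a* at 72 hpf in 3 of the 6 fits that left out one library.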

In mammalian CCS, Tbx2/3 are known to repress the expression of the chamber-specific Cx40 [33, 61]. 

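*gja5a* (ENSDARG00000040065) had 4.09 ± 1.86 CPM in GFP+ and 2.66 ± 1.08 CPM in GFP− cells at 48 hpf, a log2FC of 0.62 (SE 0.48, padj = 0.37, block padj = 0.36) by edgeR's quasi-likelihood test. It had a log2FC of -0.33 (SE 0.48, padj = 0.66, block padj = 0.61) at 72 hpf. Neither stage passed the threshold, and *gja5b* was not analysed here.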

In agreement with this, *gja5a/b* (the zebrafish ortholog of CX40) was not AVC enriched. It has been shown that *nkx2.5* is expressed in all myocardium, but slightly higher in the AV conduction system [59]. Similarly, *nkx2.5* was enriched in GFP+ cells compared to GFP- at 48 hpf (S3 Figure, S8 Table). 

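*nkx2.5* (ENSDARG00000018004) had 21.8 ± 3.12 CPM in GFP+ and 2.59 ± 0.574 CPM in GFP− cells at 48 hpf, a log2FC of 3.07 (SE 0.35, padj = 0.00012, block padj = 0.00034) by edgeR's quasi-likelihood test. At 72 hpf the log2FC was 0.52 (SE 0.32, padj = 0.29, block padj = 0.21), and the stages differed (interaction padj = 0.0077, block padj = 0.010). Leaving out one library at a time gave 2.93 to 3.26 at 48 hpf. *nkx2.5* at 72 hpf passed in 1 of the 6 fits that left out one library.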

Taken together, the transcriptome of AVC myocardium reveals conserved features to that of the mammalian AV node in terms of expression of genes linked to slow conductivity, automaticity, and molecular mechanism for AV conduction system development.

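Of 36 genes listed in S8 Table as expressed in the AV node or linked to pacemaker function, 15 were higher and 3 lower in GFP+ at 48 hpf at padj below 0.05 by edgeR's quasi-likelihood test. At 72 hpf, 11 were higher and 9 lower. With the replicate block these counts were 18 and 4 at 48 hpf, and 12 and 8 at 72 hpf. Adjusted over the list alone, 19 and 20 genes passed in either direction. *isl1* (ENSDARG00000004023), one of the listed genes, did not differ at 48 hpf (log2FC -0.52, padj = 0.30, 0.13 with the block) and was lower in GFP+ at 72 hpf, with a log2FC of -3.18 (SE 0.38, padj = 0.00017, block padj = 0.00019) and interaction padj = 0.0087, block padj = 0.0058. The counts higher and lower, when scaled to total counts, were 12 and 2 at 48 hpf, and 8 and 6 at 72 hpf. Leaving out one library gave 12 to 16 and 2 to 3, and 8 to 13 and 5 to 9.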

### Defect of the primary SAR pacemaker reveals spontaneous activity of the AVC

The expression of *hcn4* and other AV node markers in the zebrafish AVC led us to question whether it possesses inherent pacemaking activity as does its mammalian counterpart. We utilized *isl1* K88X mutant (*isl1*^sa29^), which exhibits a defective SAR pacemaker function manifested as sinus pauses and bradycardia [15, 18]. Apart from lacking the expression of *fhf2a* (Fig. 4A, B), *bmp4* (Fig. 4C, D), and *hcn4* (Fig. 4E, F) in the sinus venosus, *isl1*^*−/−*^ was devoid of EGFP-positive cells at the SAR, but not the AVC, as shown by analysis of *sqet33mi59BEt* [39] (Fig. 4G, H). Hence, we confirmed that the reduced number of cardiomyocytes at the venous pole in *isl1*^*−/−*^ observed previously [18] resulted from the absence of the pacemaker cells containing SAR. It is worth noting that *isl1*^*−/−*^ is the only vertebrate mutant that shows a complete lack of pacemaker SAR cells.

**Fig. 4:**
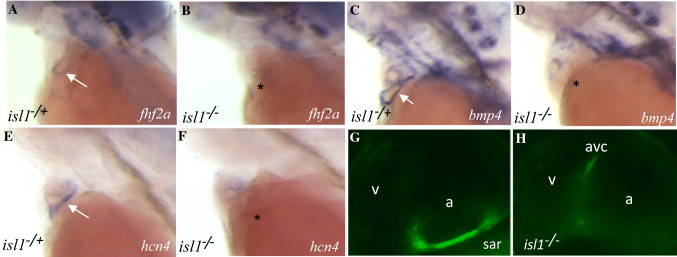
The absence of the pacemaker ring in *isl1* mutant causes the loss of expression of *fhf2, hcn4, bmp4*. **A**–**H** Expression pattern (labeled with arrow) of *fhf2a* (**A**, **B**), *bmp4* (**C**, **D**), *hcn4* (**E**, **F**) and EGFP (**G**, **H**) in *isl1* siblings and mutants. (**A**–**F**) WISH, (**G**, **H**) confocal microscopy of CCS in the sibling and *isl1* mutant

Despite the complete absence of SAR pacemaker, Isl1-deficient hearts contract, albeit inefficiently and irregularly, with long pauses (Fig. 5A, B, Supplementary movies 1 and 2). This suggests the existence of alternative origins of automaticity that triggers the initiation of cardiac contractions. To investigate whether the AVC could generate electrical impulses independent of the SAR, the Isl1 antisense morpholino [64] was injected into 1–4 cell stage zebrafish embryos expressing the genetically encoded voltage-sensitive fluorescent protein Mermaid, *Tg(myl7:mermaid)*. This allowed direct observation of cardiac electrical conduction patterns. Similar to *isl1* mutants, about 66% of Isl1 morphants showed sinus pauses (6 of 9 morphants vs 4 of 6 mutants), and all showed bradycardia. The heart rate of Isl1 morphants was 80.2 ± 15 beats per minute (bpm) at 48 hpf (mean ± SEM., *n* = 6) and 141.2 ± 10.3 bpm at 72 hpf, (*n* = 6), which is significantly lower than that in controls (176 ± 5.7 bpm at 48 hpf, (*n* = 7) and 229 ± 6.6 bpm at 72 hpf, (*n* = 18)) (Fig. 5A). Increased variability in heartbeat duration was noted in the Isl1 morphants as well.

**Fig. 5:**
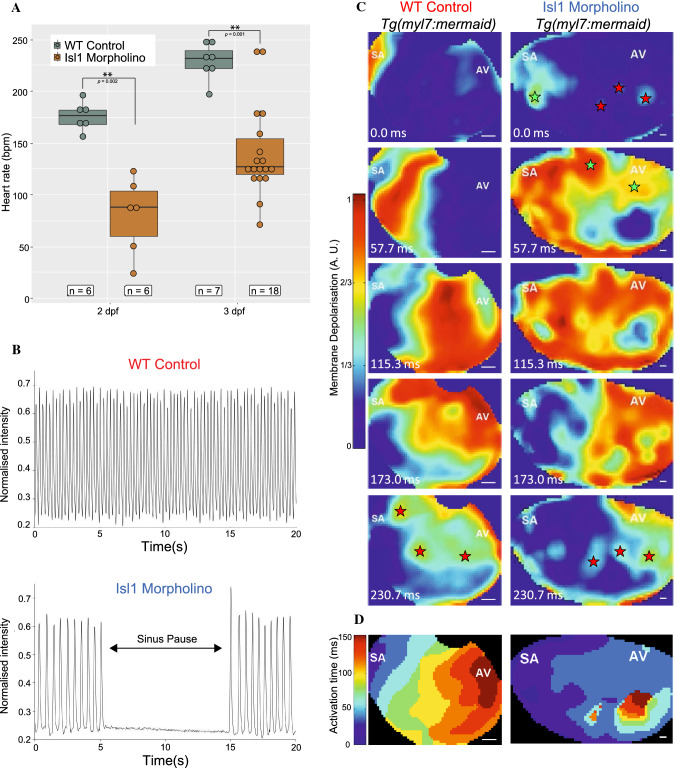
Effects of morpholino knockdown of *isl1* on electrical activity of the atria in zebrafish larvae. **A** Heart rate at 48 hpf (left) and 72 hpf (right) in WT control (grey) and *isl1* morphant (brown) zebrafish, showing slowed heart rate in *isl1* morphants (Wilcoxon rank sum test with continuity correction, asterisks indicate *p value* ≤ 0.01). **B** Videographic analysis of the heartbeat in WT control (top) and *isl1* morphant (bottom) 48 hpf zebrafish, showing slowed heart rate and sinus pauses (during the period indicated by the arrow) in the *isl1* morphant. **C** Sequence of video frames showing electrical activation of the atria in WT control (left) and *isl1* morphant (right) 48 hpf *Tg*(*myl7:mermaid*) zebrafish, showing normal activation (from the sinoatrial node region [SA] to the atrioventricular [AV] junction) and sites of latest activation/repolarisation (indicated by red stars) in the WT control and abnormal activation in the *isl1* morphant (sites of early/ectopic activation in the morphant zebrafish indicated by green stars). **D** Isochronal activation map of the atria in WT control (left) and *isl1* morphant (right) 48 hpf zebrafish derived from the video represented in (**C**)

In control hearts, the excitation wave front traveled uniformly across the atrium from the SAR toward the AVC (Supplementary movie 1; Fig. 5C, D). In contrast, in Isl1 morphants, the origin of the atrial excitation wave, although still predominantly from the SAR region, was more disperse and less coordinated, presumably driven by secondary pacemakers and automaticity of atrial cardiomyocytes (Supplementary movie 2; Fig. 5C, D). During the sinus pause, several stationary centers of automaticity distributed from posterior to anterior were detected, with the SAR region showing the highest activity. Interestingly, the location associated with AVC became more active near the end of the atrial contraction (Supplementary movie 2, Fig. 5C, D, asterisk), when triggering the subsequent phase of the excitation in the ventricle. The activity of the AVC location became even more pronounced during the periods of sinus pause. The loss of coordinated excitation wave and conduction in Isl1 deficient embryos suggests that the SAR is the primary pacemaker required for coordination of excitation wave. However, coordinated ventricular excitation can be induced by the electrical activity of the AVC with lower inherent pacemaker rate, in particular when no wave of excitation from the SAR drives the heartbeat.

### Comparison between the AVC and SAR transcriptomes reflect distinct electrophysiological properties

The differences in the inherent activation rates of the SAR and AVC regions of the zebrafish heart led us to question the molecular nature underlying their distinct properties. We compared the transcriptome of the AVC with that of the SAR [40] to identify differentially enriched genes. Intersection between the two transcriptomes obtained a total of 1516 AVC-unique, 701 SAR-unique, and 450 common genes (S9 Table). 

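The SAR libraries were not analysed here, so only the AVC side of this comparison, at 72 hpf, can be given. Of 450 tested genes that S9 Table lists as common to the AVC and the SAR, 358 were higher in GFP+ than in GFP− at padj below 0.05 by edgeR's quasi-likelihood test (395 with the replicate block), with a median log2FC of 1.81. Of the AVC-unique genes only a part, 746, was used here. Of these, 741 were tested and 641 were higher (668 with the block), with a median of 2.04. The smallest log2FC that the paper gives was 1.38 among those 746 and 0.59 among the common genes. The lists reach down to different values, so their shares and medians cannot be compared. Both lists hold the paper's own calls, and adjusted over each list alone 446 and 734 genes passed. Scaling to total counts lowered the common genes called higher to 245 and the AVC-unique genes to 477, and they were 213 to 359 and 451 to 601 when one library was left out.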

Interestingly, while *hcn4* was expressed in both SAR and AVC, its expression was enriched compared to the rest of the heart in the SAR but not the AVC. This may reflect the role of SAR as the dominant pacemaker (S9 Table). 

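Between GFP+ and GFP− cells, *hcn4* had a log2FC of 0.62 (SE 0.38, padj = 0.25, block padj = 0.22) at 48 hpf and a log2FC of 0.46 (SE 0.39, padj = 0.44, block padj = 0.30) at 72 hpf by edgeR's quasi-likelihood test. It passed the threshold in none of the fits that left out one library.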

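*cacna1g* (ENSDARG00000089913) had 21.3 ± 5.51 CPM in GFP+ and 8.01 ± 1.13 CPM in GFP− cells at 48 hpf, a log2FC of 1.41 (SE 0.33, padj = 0.0068, block padj = 0.0030) by edgeR's quasi-likelihood test. At 72 hpf it had 15.4 ± 5.15 CPM against 3.04 ± 1.05 CPM, a log2FC of 2.32 (SE 0.35, padj = 0.00072, block padj = 0.00058), and at each stage it passed in all 6 fits that left out one of the libraries compared.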

Several other transcripts encoding various ion channels were enriched in both SAR and AVC, notably, the T-type calcium channel Cacna1g, which is necessary for mammalian pacemaker activity in both SA and AV nodes [65]. Genes enriched only in AVC include *trpm4* encoding a Ca^2+^-activated nonselective cation channel [66], which is implicated in human progressive familial heart block type I characterized by cardiac conduction blockage downstream of the AV node [67]. 

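Of the *trpm4* genes of the zebrafish, *trpm4a* (ENSDARG00000059993) was higher in GFP+ at both stages, with a log2FC of 3.17 (SE 0.54, padj = 0.00097, block padj = 0.0012) at 48 hpf and a log2FC of 2.18 (SE 0.51, padj = 0.010, block padj = 0.0072) at 72 hpf by edgeR's quasi-likelihood test. *trpm4b.2* (ENSDARG00000063435) had a log2FC of 3.09 (SE 0.85, padj = 0.015, block padj = 0.018) at 48 hpf and did not pass at 72 hpf (padj = 0.25, block padj = 0.26; interaction padj = 0.39, block padj = 0.37), at a level of only 1.59 ± 0.689 CPM in GFP+ cells at 48 hpf. *trpm4b.2* at 48 hpf passed in 4 of the 6 fits that left out one library.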

Another notable example is *cacna1c*, whose human ortholog is associated with the Wolff–Parkinson–White syndrome, a condition affecting the AV conduction system [68, 69]. 

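*cacna1c* (ENSDARG00000008398) had a log2FC of 2.68 (SE 0.55, padj = 0.0049, block padj = 0.0024) at 72 hpf, with 13.4 ± 4.00 CPM in GFP+ and 2.00 ± 1.47 CPM in GFP− cells. At 48 hpf it did not differ (log2FC 0.16, SE 0.52, padj = 0.85, block padj = 0.75), and the interaction had padj on either side of the threshold (interaction padj = 0.056, block padj = 0.034) by edgeR's quasi-likelihood test. The interaction of *cacna1c* passed with DESeq2's size factors (padj = 0.047) and with DESeq2's Wald test (padj = 0.0057), as it did in 2 of the 12 fits that left out one library.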

Other genes, including *kcnq1.1*, *kcne4*, and *atp1b1a*, possess human orthologs associated with the maintenance of QT interval [70–72].

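*kcnq1.1* (ENSDARG00000059798) was higher in GFP+ at both stages, with a log2FC of 1.90 (SE 0.57, padj = 0.023, block padj = 0.047) at 48 hpf and a log2FC of 2.14 (SE 0.58, padj = 0.022, block padj = 0.040) at 72 hpf by edgeR's quasi-likelihood test. *kcne4* (ENSDARG00000068257) had a log2FC of 1.12 (SE 0.45, padj = 0.078, block padj = 0.12) at 48 hpf and a log2FC of 1.92 (SE 0.44, padj = 0.0098, block padj = 0.011) at 72 hpf. In GFP+ cells it rose from 5.69 ± 3.38 CPM to 354 ± 97.3 CPM. *atp1b1a* was not analysed here. *kcnq1.1* at 72 hpf did not pass with total counts in place of TMM (padj = 0.054) or in a fit of only the 2 groups compared (padj = 0.086). *kcne4* at 48 hpf (padj = 0.046) passed with DESeq2's Wald test. *kcne4* at 48 hpf passed in 1 of the 6 fits that left out one library. *kcnq1.1* at 48 hpf passed in 3 and *kcnq1.1* at 72 hpf in 3 of the 6 fits that left out one library.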

Despite having some common properties, the SA node serves a primarily pacemaking function, while the AV node is mainly specialized to delay electrical propagation between the atrial and ventricular chambers [9]. Therefore, while both regions express partially overlapping, mostly low-conducting gap junction proteins [9, 73], the AV node is particularly enriched in Cx30.2 and Cx45 [33, 74]. Accordingly, *cx36.7,* the zebrafish paralog of *Cx30.2*, was enriched in the AVC but not the SAR (S9 Table). 

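*cx36.7* had 3.14 ± 0.760 CPM in GFP+ and 0.0744 ± 0.0781 CPM in GFP− cells at 48 hpf, and 1.43 ± 0.415 CPM and 0.116 ± 0.0697 CPM at 72 hpf. Leaving out one library at a time, its log2FC stayed from 4.89 to 6.59 at 48 hpf and from 3.14 to 4.23 at 72 hpf.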

On the other hand, *cx43.4*, a paralog of *Cx45,* was enriched in both the SAR and AVC (S9 Table). 

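*cx43.4* had 274 ± 21.7 CPM in GFP+ and 298 ± 61.6 CPM in GFP− cells at 48 hpf, and 259 ± 31.0 CPM and 86.9 ± 7.15 CPM at 72 hpf, where leaving out one library at a time gave log2FC of 1.40 to 1.67.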

Low electrical coupling is also a necessary property within the definitive pacemaker cells of the SA node to prevent inhibitory interference from the surrounding working myocardium, which is more hyperpolarized [9]. Collectively, the overall differences in ion channel, cell adhesion, and extracellular matrix composition enriched in the SAR and AVC likely underlie their distinct electrophysiological properties.

### Developmental signaling pathways dynamics suggests signaling pathways implicated in valve formation

Besides hosting the AV node, the AVC is also the site where cardiac valve formation is initiated. We identified transcripts encoding genes involved in the EMT process enriched in the GFP+ cell population (Fig. 6A, B; S10 Table). 

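Of 53 EMT genes that S10 Table lists for 48 hpf, 39 were higher and 6 lower in GFP+ at padj below 0.05 by edgeR's quasi-likelihood test, and of 39 listed for 72 hpf, 26 were higher and 7 lower. With the replicate block, 44 and 29 were higher. Among the genes of both lists, 16 were higher at both stages. The lists hold the paper's own calls, and leaving out one library at a time moved the number higher to between 23 and 37 at 48 hpf. At 72 hpf it was 17 to 26 in such fits. Total counts in place of TMM gave 31 higher and 3 lower at 48 hpf, and 22 higher and 5 lower at 72 hpf.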

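*tgfb2* (ENSDARG00000027087) had 27.7 ± 10.2 CPM in GFP+ and 2.64 ± 1.05 CPM in GFP− cells at 72 hpf, with a log2FC of 3.36 (SE 0.49, padj = 0.00062, block padj = 0.00022) there and a log2FC of 1.47 (SE 0.47, padj = 0.031, block padj = 0.0035) at 48 hpf by edgeR's quasi-likelihood test. *smad1* (ENSDARG00000027199) (1.01 at 48 hpf and 1.096 at 72 hpf), *smad6b* (ENSDARG00000031763) (1.31 and 1.93) and *smad9* (ENSDARG00000021938) (0.94 and 1.32) were also higher at both stages, with padj from 0.0055 to 0.047 and from 0.0039 to 0.015 with the replicate block. *tgfb1a* (ENSDARG00000041502) had a log2FC of 0.72 (SE 0.28, padj = 0.072, block padj = 0.032) at 48 hpf and a log2FC of 0.87 (SE 0.28, padj = 0.053, block padj = 0.031) at 72 hpf, on either side of the threshold. *tgfb3* (ENSDARG00000019367) passed at 48 hpf, with a log2FC of 1.22 (SE 0.40, padj = 0.034, block padj = 0.013), and not at 72 hpf (padj = 0.34, block padj = 0.22). *tgfbr2b* (ENSDARG00000034541) had a log2FC of 1.06 (SE 0.39, padj = 0.058, block padj = 0.019) at 48 hpf. *smad6a* (ENSDARG00000053209) passed at 72 hpf, with a log2FC of 1.84 (SE 0.35, padj = 0.0034, block padj = 0.0023), and not at 48 hpf (padj = 0.16, block padj = 0.088). By this test the interaction was not past the threshold for any of these genes, with padj from 0.094 to 0.91, and with the block it was for *tgfb2* (0.041). *tgfb2* at 48 hpf (padj = 0.087), *smad1* at 48 hpf (padj = 0.073), *smad1* at 72 hpf (padj = 0.13), *smad6b* at 48 hpf (padj = 0.073), *smad9* at 48 hpf (padj = 0.063) and *tgfb3* at 48 hpf (padj = 0.068) did not pass with total counts in place of TMM. With DESeq2's size factors, *smad9* at 48 hpf (padj = 0.057) did not. With no filter on low counts, *smad9* at 48 hpf (padj = 0.054) did not. In a fit of only the 2 groups compared, *smad1* at 72 hpf (padj = 0.14) and *smad9* at 72 hpf (padj = 0.10) did not. *tgfb1a* at 48 hpf (padj = 0.035), *tgfb1a* at 72 hpf (padj = 0.021), *tgfbr2b* at 48 hpf (padj = 0.033) and the interaction of *tgfb2* (padj = 0.040) passed with DESeq2's Wald test. *tgfb1a* at 48 hpf (padj = 0.018) and *tgfbr2b* at 48 hpf (padj = 0.042) passed in a fit of only the 2 groups compared. *tgfb1a* at 72 hpf passed in 1 of the 6 and *tgfbr2b* at 48 hpf in 1 of the 6 fits that left out one library. *tgfb2* at 48 hpf passed in 1, *smad1* at 72 hpf in 4, *smad6b* at 48 hpf in 3, *smad9* at 48 hpf in 1, *smad9* at 72 hpf in 5 and *tgfb3* at 48 hpf in 1 of the 6 fits that left out one library.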

Members of the TGF-β signaling pathway were enriched in GFP+ cells at both developmental stages (*tgfb2*, *tgfb1a, smad1, smad6b, and smad9*) or specific to either stage (*tgfb3, tgfbr2b,* and *smad6a)* (Fig. 6C). This is in line with the observation in mammalian endocardial cushion formation, where various TGF-β ligands are expressed in different cell populations of the AVC [75]. Notch signaling activity in the AVC endocardium is necessary for inducing EMT [76, 77] and transcripts encoding its key components were enriched in GFP + cells at both developmental stages (S2 Table). These include *jag1b*, *hey1*, and *hey2,* and *prss23*, implicated in AV valve formation [78]. In contrast, valve endocardial markers *notch1b* and its ligand *dll4* [23, 24, 28] were not enriched in GFP+ cells, which further supports the non-endocardial identity of this population.

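*jag1b* (ENSDARG00000013168) had a log2FC of 1.36 (SE 0.37, padj = 0.016, block padj = 0.0092) at 48 hpf and a log2FC of 1.17 (SE 0.37, padj = 0.048, block padj = 0.025) at 72 hpf by edgeR's quasi-likelihood test. The call at 72 hpf was lost in each fit that left out one library. *hey1* (ENSDARG00000070538) had a log2FC of 1.34 (SE 0.51, padj = 0.067, block padj = 0.082) at 48 hpf, where it did not pass, and a log2FC of 2.301 (SE 0.53, padj = 0.0094, block padj = 0.0066) at 72 hpf (interaction padj = 0.41, block padj = 0.21). *prss23* (ENSDARG00000055786) was higher by nearly the same amount at both stages, with a log2FC of 1.55 (SE 0.36, padj = 0.0058, block padj = 0.0041) and a log2FC of 1.57 (SE 0.35, padj = 0.0084, block padj = 0.0068). The stages did not differ (interaction padj = 0.980, block padj = 0.978). It passed in all 6 fits per stage that left out one of the libraries compared. The level of *hey2* in GFP+ cells was 24.16 ± 5.76 CPM at 48 hpf and 67.0 ± 19.0 CPM at 72 hpf. *jag1b* at 48 hpf (padj = 0.064), *jag1b* at 72 hpf (padj = 0.21) and *prss23* at 72 hpf (padj = 0.057) did not pass with total counts in place of TMM. With no filter on low counts, *jag1b* at 72 hpf (padj = 0.051) did not. In a fit of only the 2 groups compared, *jag1b* at 72 hpf (padj = 0.16) did not. *hey1* at 48 hpf (padj = 0.041) passed with DESeq2's Wald test. *hey1* at 48 hpf passed in 1 of the 6 fits that left out one library. *jag1b* at 48 hpf passed in 4 of the 6 fits that left out one library.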

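*notch1b* had 77.1 ± 22.8 CPM in GFP+ and 102 ± 44.3 CPM in GFP− cells at 48 hpf, and 17.8 ± 2.68 CPM and 21.5 ± 12.8 CPM at 72 hpf. The fractions differed by less than the SD of the GFP− libraries at both stages. *dll4* (ENSDARG00000070425) did not differ at 48 hpf (log2FC 0.28, SE 0.26, padj = 0.47, block padj = 0.41) and was lower in GFP+ at 72 hpf, with a log2FC of -0.95 (SE 0.27, padj = 0.027, block padj = 0.036) by edgeR's quasi-likelihood test. Only 1 of the 6 fits that left out one library kept that call (interaction padj = 0.063, block padj = 0.075). *dll4* at 72 hpf did not pass with total counts in place of TMM (padj = 0.12) or in a fit of only the 2 groups compared (padj = 0.090). The interaction of *dll4* passed with DESeq2's size factors (padj = 0.044) and with DESeq2's Wald test (padj = 0.0043), as it did in 1 of the 12 fits that left out one library.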

**Fig. 6:**
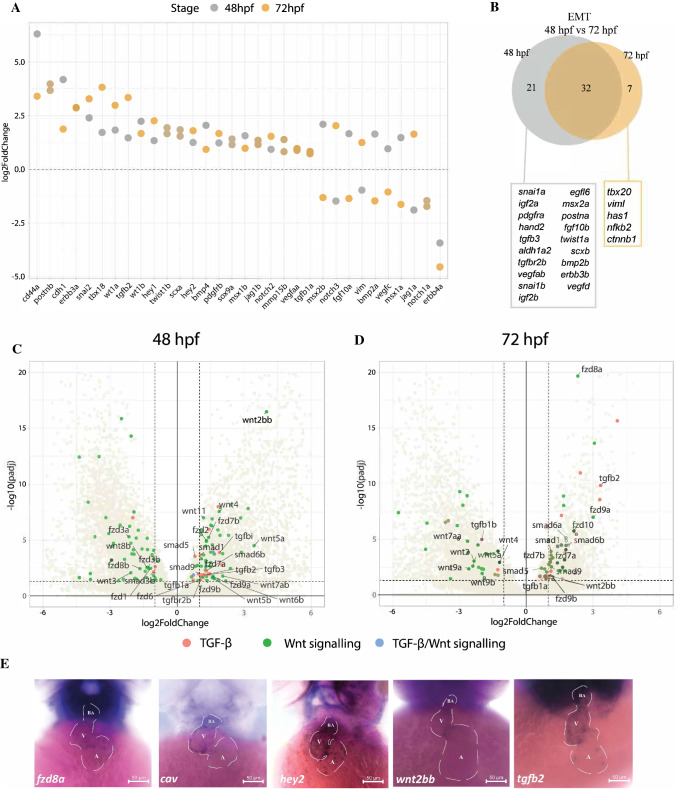
The transcripts of genes involved in EMT and valve development are enriched in the AVC. **A** AVC enrichment (expressed in log2-fold change between GFP + and GFP− cells, padj < 0.05) of genes known to regulate EMT at both 48 hpf and 72 hpf stages. **B** Overlap of EMT-regulating genes enriched in GFP+ cells at both stages. **C**, **D** Volcano plot showing enrichment of components of the TGF-β and Wnt signaling pathways in AVC at both 48 hpf and 72 hpf stages. **E** Whole mount in situ hybridization of several AVC-enriched genes of the TGF-β and Wnt pathway components

Components of the canonical Wnt signaling have been reported to be expressed in different cell layers of the mammalian AVC, including *Wnt2*, *Fzd2*, and *Lef1* in the cushion mesenchyme and *Wnt4* and *Wnt9b* in endocardial endothelium [79]. In the zebrafish AVC, *wnt2bb* was enriched in GFP+ cells at both stages, while *wnt7ab*, *wnt6b*, *wnt5a/b*, and *wnt4* were enriched only at 48 hpf (Fig. 6C). 

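*wnt2bb* had 3.81 ± 0.876 CPM in GFP+ and 0.228 ± 0.118 CPM in GFP− cells at 48 hpf, and 2.83 ± 0.380 CPM and 1.26 ± 0.281 CPM at 72 hpf. *wnt7ab* (ENSDARG00000002483) had a log2FC of 2.31 (SE 0.69, padj = 0.022, block padj = 0.026) at 48 hpf and *wnt4* (ENSDARG00000071208) a log2FC of 1.89 (SE 0.32, padj = 0.00089, block padj = 0.0026) by edgeR's quasi-likelihood test. *wnt5a* (ENSDARG00000104973) had a log2FC of 3.44 (SE 0.76, padj = 0.0043, block padj = 0.0026), while *wnt6b* (ENSDARG00000073935) (log2FC 2.21, SE 0.83, padj = 0.062, block padj = 0.051) did not pass and *wnt5b* (ENSDARG00000102464) (log2FC 1.57, SE 0.56, padj = 0.053, block padj = 0.027) had padj on either side of the threshold. At 72 hpf *wnt4* and *wnt5a* were lower in GFP+, with a log2FC of -1.14 (SE 0.31, padj = 0.024, block padj = 0.036) and a log2FC of -2.32 (SE 0.64, padj = 0.026, block padj = 0.014). There *wnt7ab*, *wnt6b* and *wnt5b* did not differ (padj from 0.39 to 0.53, and from 0.38 to 0.75 with the block). The stages differed for *wnt4* (interaction padj = 0.0030, block padj = 0.0058) and *wnt5a* (interaction padj = 0.0060, block padj = 0.0032), and not past the threshold for *wnt7ab*, *wnt6b* and *wnt5b* (interaction padj from 0.12 to 0.32, and from 0.062 to 0.28 with the block). *wnt4* at 72 hpf did not pass with total counts in place of TMM (padj = 0.083) or in a fit of only the 2 groups compared (padj = 0.076). *wnt5b* at 48 hpf (padj = 0.047) passed with DESeq2's size factors. *wnt6b* at 48 hpf (padj = 0.037), *wnt5b* at 48 hpf (padj = 0.020) and the interaction of *wnt6b* (padj = 0.0497) passed with DESeq2's Wald test. *wnt6b* at 48 hpf (padj = 0.030) and *wnt5b* at 48 hpf (padj = 0.010) passed in a fit of only the 2 groups compared. *wnt6b* at 48 hpf passed in 1 of the 6, *wnt5b* at 48 hpf in 1 of the 6 and the interaction of *wnt5b* in 1 of the 12 fits that left out one library. *wnt7ab* at 48 hpf passed in 2, *wnt5a* at 72 hpf in 3 and *wnt4* at 72 hpf in 3 of the 6 fits that left out one library.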

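*fzd7a* (ENSDARG00000060004) (log2FC 1.09 at 48 hpf and 1.12 at 72 hpf), *fzd7b* (ENSDARG00000027589) (1.42 and 1.12) and *fzd9a* (ENSDARG00000035185) (1.54 and 3.05) were higher in GFP+ at both stages, with padj from 0.0014 to 0.047 by edgeR's quasi-likelihood test and from 0.0013 to 0.032 with the replicate block. *fzd9b* (ENSDARG00000014673) had a log2FC of 1.16 (SE 0.39, padj = 0.041, block padj = 0.089) at 48 hpf and a log2FC of 1.20 (SE 0.39, padj = 0.053, block padj = 0.070) at 72 hpf. *fzd2* (ENSDARG00000054438) was higher at 48 hpf, with a log2FC of 1.32 (SE 0.28, padj = 0.0040, block padj = 0.0041), and did not pass at 72 hpf (padj = 0.15, block padj = 0.10; interaction padj = 0.29, block padj = 0.27). *fzd6* (ENSDARG00000104874) had a log2FC of 0.94 (SE 0.35, padj = 0.065, block padj = 0.027) at 48 hpf and did not pass at 72 hpf (padj = 0.40, block padj = 0.28; interaction padj = 0.55, block padj = 0.56). *fzd8a* (ENSDARG00000045444) and *fzd10* (ENSDARG00000068213) were higher only at 72 hpf, with a log2FC of 2.36 (SE 0.27, padj = 0.00014, block padj = 0.00078) and a log2FC of 2.18 (SE 0.40, padj = 0.0026, block padj = 0.0021). Both differed between the stages (interaction padj = 0.0086, block padj = 0.013, for *fzd8a*, and 0.011 and 0.0094 for *fzd10*). Of the Wnt antagonists, *dkk1a* (ENSDARG00000014103) (log2FC 2.87, SE 0.68, padj = 0.0067, block padj = 0.0030), *dkk1b* (ENSDARG00000045219) (log2FC 2.04, SE 0.71, padj = 0.047, block padj = 0.015) and *dkk2* (ENSDARG00000076420) (log2FC 2.05, SE 0.49, padj = 0.0073, block padj = 0.0064) were higher at 48 hpf. *dkk1b* lost its call in each fit that left out one library. *fzd7a* at 48 hpf (padj = 0.067), *fzd7a* at 72 hpf (padj = 0.14), *fzd7b* at 72 hpf (padj = 0.15), the interaction of *fzd8a* (padj = 0.055), *fzd9a* at 48 hpf (padj = 0.071) and *fzd9b* at 48 hpf (padj = 0.097) did not pass with total counts in place of TMM. With DESeq2's size factors, *fzd9a* at 48 hpf (padj = 0.051) and *dkk1b* at 48 hpf (padj = 0.058) did not. With no filter on low counts, *fzd9a* at 48 hpf (padj = 0.053) did not. In a fit of only the 2 groups compared, *fzd7a* at 72 hpf (padj = 0.16), *fzd7b* at 72 hpf (padj = 0.17) and *fzd9a* at 48 hpf (padj = 0.085) did not. *fzd9b* at 72 hpf (padj = 0.022) and *fzd6* at 48 hpf (padj = 0.044) passed with DESeq2's Wald test. *fzd9b* at 72 hpf passed in 1 of the 6 and *fzd2* at 72 hpf in 1 of the 6 fits that left out one library. *fzd7a* at 48 hpf passed in 5, *fzd7a* at 72 hpf in 4, *fzd7b* at 72 hpf in 4, *fzd9a* at 48 hpf in 2 and *fzd9b* at 48 hpf in 1 of the 6 fits that left out one library.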

Genes encoding Wnt signaling receptors *fzd7a/b*, *fzd9a/b, fzd2, fzd6, fzd6*, *fzd8a,* and *fzd10* were enriched in both or either stages (Fig. 6C), whereas *dkk1a/b* and *dkk2* encoding Wnt antagonists were enriched at 48 hpf. To visualize Wnt signaling activity in the AVC region, we crossed the *sqet31Et* transgenic line with the Wnt reporter line *Tg(7* × *TCF-Xla.Sia:NLS-mCherry)* [80]. In agreement with previous reports of the presence of Wnt signaling in the AVC myocardium [27, 81], we observed that both the non-EGFP-expressing endocardium and EGFP-expressing cells had Wnt signaling activity at both developmental stages (S4 Figure). 

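In GFP+ cells, 4844 genes differed between 72 and 48 hpf at padj below 0.05 and an absolute log2FC above 1 by edgeR's quasi-likelihood test, 2353 higher and 2491 lower at 72 hpf, so that 48.6% were higher. Scaled to total counts in place of TMM, 3931 genes passed and 32.4% of them were higher, and this scaling moved the median log2FC of all genes from -0.020 to -0.32. The glmTreat test against the limit called 1647 genes, and 2917 to 4108 passed when one library was left out. Genes were ranked by size if their mean log2 CPM was at least 3 and they changed alike in all 3 same-numbered pairs. Among them the largest rises were those of *fbp2* (ENSDARG00000012366), from 0.305 ± 0.211 CPM to 1364 ± 809 CPM with a log2FC of 12.10 (SE 0.98, padj = 2.4e-05), *loxa* with 9.58 and *htra1a* (ENSDARG00000032831) with 7.25. The rise of *elnb*, at least 10.72, was not in this ranking. The largest falls among the ranked genes were those of *sst2* (ENSDARG00000014190) with a log2FC of -6.60 (SE 1.72, padj = 0.016), a *PAX6*-named gene (ENSDARG00000103379) with -5.98 and a *SIX3*-named gene (ENSDARG00000054879) with -5.88. *sst2* between the stages passed in 3 of the 6 fits that left out one library.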

Comparing between the two developmental stages, a total of 5877 genes were differentially expressed at 72 hpf compared to 48 hpf (padj < 0.05; − 1 < log2FC > 1; S5 Figure, S11 Table). 

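S12 Table lists the TGF-β receptor signaling term among genes higher in GFP+ at 72 than at 48 hpf, and the Wnt and Notch terms among genes that were lower. Of 18 tested genes under the TGF-β term, 10 were higher at 72 hpf past both thresholds of edgeR's quasi-likelihood test (median log2FC 1.19). Of 45 under the Wnt term, 33 were lower (median -1.87), and of 25 under the Notch term, 20 were lower (median -1.99). These genes are the paper's own calls, and the enrichment of the terms was not recomputed. With total counts in place of TMM, the TGF-β, Wnt and Notch numbers were 5, 32 and 21, with the replicate block 10, 35 and 22, and when one library was left out 6 to 10, 15 to 28 and 14 to 19.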

Notably, GO terms related to TGF-β, Wnt, and Notch signaling pathways were overrepresented at 72 hpf (S12 Table). 

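S13 Table lists genes of these pathways that changed in GFP+ cells between the stages, 153 of which were tested. By edgeR's quasi-likelihood test, 50 were higher and 69 lower at 72 hpf at padj below 0.05, and 144 passed when adjusted over the list alone. For Notch signaling, 9 were higher and 19 lower of 33, for Wnt signaling 19 and 41 of 82, and for TGF-β signaling 18 and 9 of 34. Scaled to total counts, the same pathways gave 4 higher and 18 lower for Notch, 4 and 39 for Wnt, and 7 and 9 for TGF-β. Over all these pathways, 16 were higher and 66 lower with total counts, 52 and 73 with the replicate block, and 23 to 37 and 37 to 60 when one library was left out.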

Members of these signaling pathways exhibited dynamic expression between 48 and 72 hpf (S5 Figure; S13 Table). 

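Between the fractions, Wnt signaling genes of S13 Table were 45 higher and 41 lower of 98 (47 and 42 with the replicate block) at 48 hpf and 24 higher and 27 lower of 61 (26 and 28 with the replicate block) at 72 hpf by edgeR's quasi-likelihood test. For TGF-β signaling genes, the numbers were 14 higher and 3 lower of 19 (16 and 3 with the replicate block) at 48 hpf and 16 higher and 5 lower of 29 (22 and 6 with the replicate block) at 72 hpf. With total counts in place of TMM, Wnt genes were 33 higher and 27 lower at 48 hpf and 11 higher and 22 lower at 72 hpf. On that scale TGF-β genes were 6 higher and 1 lower at 48 hpf and 13 higher and 4 lower at 72 hpf. Across the fits that left out one library, 29 to 38 Wnt genes and 5 to 13 TGF-β genes were higher at 48 hpf, and 14 to 27 and 15 to 21 at 72 hpf.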

Collectively, our observations uncover the dynamic expression of various components of the TGF-β, canonical Wnt, and Notch signaling pathways in the AVC myocardium, which likely reflects their role in the ongoing AVC patterning and valve development. Although these signaling pathways themselves were known to be implicated in AVC and valve development, components of these pathways which were directly involved in this process were largely unknown. Whole mount in situ hybridization confirmed the expression of some of these components in the AVC region (Fig. 6E). The identification of these factors would allow deeper understanding of the molecular networks governing AVC formation and function.

### AVC-enriched genes are associated with human congenital heart defects related to CCS, valves and septa

We identified human orthologs of AVC-enriched genes and interrogated them for any association with clinical phenotypes related to ClinVar terms: “arrhythmia”, “AV block”, “long QT syndrome”, and “conduction”. Our analysis revealed a total of 91 and 60 unique genes associated with these four ClinVar terms at 48 hpf and 72 hpf stages, respectively (S14 Table). 

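Of 94 zebrafish genes read from S14 Table for 48 hpf, 93 were tested and 86 were higher in GFP+ at padj below 0.05 by edgeR's quasi-likelihood test (89 with the replicate block), with a median log2FC of 1.92. Adjusted over the list alone, 91 passed, and 57 to 74 were higher when one library was left out. The list holds the paper's own calls. The genes of the 72 hpf list were not analysed here. When scaled to total counts, 69 were higher.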

Specifically, disease conditions represented by these terms included general forms of cardiac arrhythmia such as atrial fibrillation, sick sinus syndrome, abnormal QT interval, and Brugada syndrome, as well as those conditions specifically associated with defects of the AV conduction system or downstream effects such as heart block [82], Wolff–Parkinson–White pattern [69], and supraventricular tachycardia [83]. 

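*hrc* (ENSDARG00000045947) was higher in GFP+ at both stages, with a log2FC of 4.22 (SE 0.60, padj = 0.00037, block padj = 0.0018) at 48 hpf and a log2FC of 1.99 (SE 0.54, padj = 0.023, block padj = 0.040) at 72 hpf by edgeR's quasi-likelihood test. So was *myh7l* (ENSDARG00000079782), with a log2FC of 5.01 (SE 0.92, padj = 0.0015, block padj = 0.00065) and a log2FC of 3.14 (SE 0.84, padj = 0.022, block padj = 0.0081). The gene ENSDARG00000057911 had 56.2 ± 16.4 CPM in GFP+ and 1.74 ± 1.61 CPM in GFP− cells at 48 hpf, a log2FC of 5.00 (SE 0.58, padj = 0.00014, block padj = 0.00038). At 72 hpf it had 25.9 ± 6.42 CPM and 24.6 ± 2.94 CPM and did not differ (padj = 0.93, block padj = 0.952), and the stages differed (interaction padj = 0.0031, block padj = 0.0052). *hrc* at 72 hpf (padj = 0.068) did not pass in a fit of only the 2 groups compared. *hrc* at 72 hpf passed in 2 and *myh7l* at 72 hpf in 4 of the 6 fits that left out one library.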

The latter group included *trpm4* and *cacna1c,* which were enriched in both SAR and AVC, as well as *mybpc3, smyhc2, hrc, dspa, myh7l, zgc:86709, lmna, snta1*, and *ttn.2*.

As the AVC is also the site where endocardial cushion and valve develop, we expected to find associations between AVC-enriched genes and human valve and septal defects. We searched human orthologs of AVC-enriched genes for overlap with ClinVar terms containing “tricuspid valve”, “AV valve”, “mitral valve”, and “valve in general”. 

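Of 74 tested genes that S15 Table links to ClinVar terms on heart valves at 48 hpf, 67 were higher in GFP+ at padj below 0.05 by edgeR's quasi-likelihood test (68 with the replicate block), with a median log2FC of 1.68. These 74 are fewer than the genes the paper counts for the terms at 48 hpf, so the result covers only a part. The genes of the table for 72 hpf were not analysed here. The number higher fell to 52 when scaled to total counts, and was 39 to 57 when one library was left out.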

In total, 115 and 93 unique genes were associated with these terms at 48 hpf and 72 hpf, respectively (S15 Table). In addition, 66 and 55 unique genes were associated with the term “septal defect” at each respective stages (S16 Table). 

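Of the genes listed with the term septal defect, 55 of 67 tested were higher in GFP+ at 48 hpf and 43 of 56 at 72 hpf at padj below 0.05 by edgeR's quasi-likelihood test. With the replicate block these were 60 and 51, and scaled to total counts 39 and 28. Leaving out one library at a time gave 30 to 46 at 48 hpf and 29 to 42 at 72 hpf.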

In the adult human heart, AV node is embedded into the interatrial septum [3]. Given that the endocardial cushions are involved in the formation of the AV valves and septa, defects of interatrial septum could be linked to defects in cardiac conduction. In fact, a number of genes were commonly associated with ClinVar terms “cardiac conduction” and “valve” (S16 Table). For example, *tbx5a*, whose human ortholog TBX5 causes the Holt–Oram syndrome characterized by congenital heart malformation due to variable atrial and ventricular septal defects as well as heart conduction defects [74, 84]. 

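*tbx5a* (ENSDARG00000024894) had 58.9 ± 32.4 CPM in GFP+ and 17.8 ± 6.90 CPM in GFP− cells at 48 hpf, a log2FC of 1.73 (SE 0.55, padj = 0.032, block padj = 0.028) by edgeR's quasi-likelihood test, a call that 1 of the 6 fits leaving out one library kept. It did not differ at 72 hpf (log2FC 0.054, SE 0.54, padj = 0.958, block padj = 0.83; interaction padj = 0.19, block padj = 0.23), where its sign changed when scaled to total counts. *tbx5a* at 48 hpf (padj = 0.075) did not pass with total counts in place of TMM. The interaction of *tbx5a* passed in 1 of the 12 fits that left out one library.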

Another notable example is *smyhc2*, whose human ortholog MYH6 is associated with both atrial septal defect and sick sinus syndrome [85, 86]. 

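*smyhc2* (ENSDARG00000103969) had a log2FC of 2.49 (SE 0.84, padj = 0.038, block padj = 0.053) at 48 hpf by edgeR's quasi-likelihood test at a level of only 0.641 ± 0.417 CPM in GFP+ cells, and did not pass at 72 hpf (padj = 0.68, block padj = 0.71; interaction padj = 0.29, block padj = 0.36). *myh6* (ENSDARG00000090637), the gene that carries the human symbol, had a log2FC of 7.81 (SE 0.88, padj = 0.00012, block padj = 0.00027) at 48 hpf and a log2FC of 4.40 (SE 0.74, padj = 0.0015, block padj = 0.0024) at 72 hpf. *smyhc2* at 48 hpf passed in 1 of the 6 fits that left out one library.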

Other examples include *cacna1c*, *ttn.2*, *snta1*, *lmna*, *dspa*, and *mybpc3.* The overlap of a large number of AVC-enriched genes with human heart conditions related to CCS and valve/septal defects suggests our transcriptomics data as a valuable resource for studying these diseases.

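*mybpc3* (ENSDARG00000011615) had a log2FC of 5.08 (SE 0.71, padj = 0.00035, block padj = 0.00040) at 48 hpf and a log2FC of 2.90 (SE 0.65, padj = 0.0080, block padj = 0.0057) at 72 hpf by edgeR's quasi-likelihood test. *ttn.2* (ENSDARG00000028213) had a log2FC of 4.22 (SE 0.64, padj = 0.00053, block padj = 0.00032) and a log2FC of 2.12 (SE 0.59, padj = 0.025, block padj = 0.0079). *dspa* (ENSDARG00000022309) was higher by similar amounts at both stages, with a log2FC of 1.51 (SE 0.38, padj = 0.0090, block padj = 0.0031) and a log2FC of 1.77 (SE 0.38, padj = 0.0062, block padj = 0.0030) (interaction padj = 0.78, block padj = 0.77). *lmna* (ENSDARG00000013415) had a log2FC of 1.98 (SE 0.43, padj = 0.0044, block padj = 0.0017) at 48 hpf and a log2FC of 1.34 (SE 0.42, padj = 0.046, block padj = 0.0092) at 72 hpf. *ttn.2* at 72 hpf (padj = 0.081) and *lmna* at 72 hpf (padj = 0.19) did not pass with total counts in place of TMM. With no filter on low counts, *lmna* at 72 hpf (padj = 0.051) did not. In a fit of only the 2 groups compared, *lmna* at 72 hpf (padj = 0.19) did not. *lmna* at 72 hpf passed in 2 and *ttn.2* at 72 hpf in 3 of the 6 fits that left out one library.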

## Discussion

The AVC constitutes part of the CCS which serves as the site where the propagation of electrical impulses is delayed, allowing consecutive contraction of the atrium and ventricle. In addition, it is also the site where the heart valves develop. The study of the AVC is challenging due to the lack of specific molecular markers defining this region. Available data relied on methods based on histological sections [87], which lacks the ability to isolate specific cell types. Nevertheless, it is known that distinct structures of the AVC, such as the pacemaker cells and cardiac valve tissue, express unique combinations of marker genes which can be used to distinguish them. The transgenic line *sqet31Et* provides the necessary level of specificity, which allows the enrichment of AVC myocardial cells by FACS. A caveat of this approach remains in the fact that the EGFP expression pattern in the *sqet31Et* transgenic line is driven by the activity of a yet unknown enhancer [38], which prevented an accurate assessment of the homogeneity of cell populations expressing EGFP in this transgenic line and their precise identity. For now, it is challenging to identify this enhancer due to the insertion of the enhancer trap construct in genomic repeat regions. However, with the increasing availability of long read sequencing methods, it may be possible in the near future to map the insertion site and trace the identity of this enhancer. Nevertheless, the co-expression of EGFP in the AVC and BA and cell populations suggests a unifying regulatory principle governing the specification of different cell types spatiotemporally. Transcription factors such as Tbx3 are expressed in both AV node and outflow tract mesenchyme, suggesting a similarity of developmental mechanism [88]. This poses an interesting question on gene regulation by the regulatory element(s) driving the expression pattern in *sqet31Et* transgenic line.

Our transcriptome analyses revealed that the zebrafish AVC myocardium possesses hallmarks of the mammalian AV node. The AVC transcriptome is characterized by high expression of mRNA encoding low conductance connexins *cx36.7* and *cx43.4*, as well as the T-type calcium channel *cacna1g* and pacemaker hyperpolarization-activated channel *hcn4*. All these factors are known to define the AV node and pacemaker activity in the mammalian heart [11, 57, 65, 89, 90]. The conserved features also extend to the expression of transcripts encoding the core pacemaker transcriptional network consisting of Tbx2a/2b/3/18 and Shox2 transcription factors.

The existence of the CCS in zebrafish has been supported by optogenetic studies [20, 22] with other evidence suggesting that the endocardium and hemodynamic stimulation play an important role in its development [39, 46, 91]. The SA pacemaker has been relatively better characterized, and it has been shown that its activity depends on Isl1 [15]. Using the *sqet33mi59BEt* transgenic line, we show that the loss of Isl1 abolishes the SAR harboring the primary pacemaker activity. Analysis of electrical conduction patterns in *isl1* morphants revealed disorganized excitation, which still generally progressed from the SA to AV, but included sites of ectopic automaticity. This suggests that by driving primary pacemaker function, Isl1 acts to coordinate atrial activation. However, we cannot rule out the possibility that the *isl1* knockdown did not abolish its function completely. In either case, the lack of an organized atrial activation pattern affects overall cardiac contraction, indicating that the coordinated signaling from the SAR and its propagation play a crucial role in coordinating heart contraction. The increase in AVC activation during the pause in heart rhythm in Isl1-deficient embryos demonstrated that it possesses inherent automaticity, enabling it to independently excite when a weakened signal from the primary SAR pacemaker is not sufficient to drive heart contractions. This corroborates previous observations in adult zebrafish heart of spontaneous electrical activity at the AV region following surgical uncoupling of the ventricle from the atrium [20]. Comparison of the transcriptome profiles of the SAR and AVC, while revealing common markers of pacemaker activity such as *cacna1g* and *cx43.4*, also indicated differences that would affect electrical properties, such as the enrichment of distinct types of ion channel, gap junction, and extracellular matrix components. This further supports that, despite their shared ability to act as a pacemaker, the SAR and AVC performs different functions.

Mammalian AV node consists not only of definitive pacemaker cells, but also fibroblasts, macrophages, and ECM, which provide electrical insulation around the AV node [2, 30]. Electrical impulses from AV node are further propagated by the His/Purkinje fiber network, which link to the thick myocardial tissue throughout the whole ventricle [31]. In contrast, the two-chambered heart in most fishes resembles the mammalian embryonic heart tube, where electrical current is propagated from one end to the other by means of electrical coupling of cardiomyocytes without a specialized CCS [2]. Hearts of ectothermic animals contain no insulating fibrous structure, although the slow conducting muscles of the AVC is present [92]. Moreover, teleost hearts are not known to possess any defined Purkinje fiber network, and conduction function is served by the ventricular trabeculae, which form myocardial continuity between AVC and apex of the ventricle [93]. Therefore, it is reasonable to assume that CCS function could be served by an equally simplified structure, in which a subset of cardiomyocytes performs pacemaking function and at the same time express additional attributes, which enable it to slow down electrical propagation. Intriguingly, it was previously observed that cells of the embryonic SAR send processes into the AVC, which appeared as a network connecting the two structures [39]. It is therefore tempting to speculate that a previously uncharacterized structure or cell type may exist in the zebrafish, which facilitates fast conduction between the SAR and AVC.

Besides serving as part of the CCS, the AVC is also the site where the heart valves and septa develop. Accordingly, the AVC transcriptome was enriched for transcripts encoding regulators of EMT, which is a hallmark of endocardial cushion and valve development. In addition, components of major signaling pathways, including Wnt, Notch, and TGF-β, which were implicated in endocardial cushion and valve development [28, 94], were differentially expressed at 48 to 72 hpf. Canonical Wnt signaling is known to play multiple roles in valve development, including regulation of AVC maturation and establishment of its electrical properties upstream of Tbx3 [81]. In the adult zebrafish heart, a compact group of Hcn4-positive cells is embedded within the musculature of the AV valves [20]. The close association between the valve tissues and pacemaker cells is reflected in our transcriptome and adds to the heterogeneity of cell types present within this region. Currently, bulk RNA-seq approach does not allow us to distinguish between the various cell subpopulations, or to clearly demarcate the concurrent developmental processes within the AVC region. Analyses at the single-cell level in both embryonic and adult zebrafish hearts are ongoing which is expected to reveal the true cellular diversity of this structure and more accurately characterize the CCS organization in zebrafish heart.

## Conclusions

Collectively, our results establish that the zebrafish AVC possesses molecular and physiological hallmarks of a secondary pacemaker, similar to that of the mammalian AV node, in terms of automaticity, low conductance properties, and conserved expression of developmental genes. The partially overlapping expression profiles of genes encoding ion channels and connexins likely underlies the distinct conduction functions between the SAR and AVC. In addition, the dynamic expression of signaling pathways implicated in the ongoing valve development illustrates the role of the AVC in both electrophysiological as well as structural separation between the heart chambers. The AVC transcriptome data generated in this study will enrich our knowledge of molecular factors, including novel candidate genes and noncoding transcripts, implicated in cardiac conduction and valve development.

## Methods

### Zebrafish

Wild-type, *sqet31Et* and *sqet33mi59BEt* enhancer trap [38, 39], and other zebrafish lines used in this study: *Tg(myl7:mRFP)* [95]*,* Wnt reporter line *Tg(7xTCF-Xla.Siam:nlsmCherry)* [80], were maintained in the zebrafish facility of the International Institute of Molecular and Cell Biology in Warsaw (license no. PL14656251) in line with standard procedures and ethical guidelines. *Tg(myl7:mermaid)* was generated by injection of a *Tol2-myl7-mermaid* construct (kind gift of Yasushi Okamura), together with transposase RNA, into one- to two-cell stage AB zebrafish embryos, followed by screening for fluorescence progeny. The *isl1* K88X mutant (*isl1*^sa29^) and *Tg(myl7:mermaid)* were bred and maintained at the Harefield Heart Science Centre according to the Animals (Scientific Procedures) Act 1986. Embryos were raised in egg water at 28 °C, screened for a fluorescence signal in the heart and staged at 48 hpf and 72 hpf based on established morphological criteria [96]. The generation and characterization of the isl1 K88X mutant (isl1sa29) was previously described [97].

### Heart extraction and fluorescence-activated cell sorting (FACS)

To isolate the heart, embryos were anesthetized with Tricaine (0.16 mg/ml in egg water) and large-scale extraction was performed according to a previously published protocol, with minor adjustments [98]. GFP-expressing hearts were manually separated from remaining tissue under a fluorescence stereomicroscope and collected into 0.5 ml of EDM (L-15/10% FBS). Pools of 300–500 hearts were dissociated with Trypsin–EDTA solution (0.05%) as previously described [99]. A FACS Aria II cytometer (BD Biosciences, USA) was used to enrich GFP positive (fluorescent) and GFP negative (nonfluorescent) heart fractions. Gates for cell sorting were calibrated against dissociated hearts extracted from wild type zebrafish embryos at the respective developmental stages (48 hpf or 72 hpf). On average, FACS yielded 15–25% of GFP+ events of total singlet events (Supplementary Fig. 1A).

### RNA extraction

To obtain high-quality total RNA, cells were sorted directly to 500 µl TRIzol™ LS Reagent (Thermo Fisher Scientific, USA) followed by RNA purification and DNase I treatment by means of a Direct-zol™ kit (Zymo Research, USA) according to the manufacturer’s protocol. The Tapestation 2200 and High Sensitivity RNA ScreenTape assay (Agilent Technologies, USA) together with Quantus™ Fluorometer (Promega, USA) were used to assess quantity and quality of total RNA. The average RNA Integrity Number equivalent (RIN^e^) for samples used for downstream analysis was 8.7.

### Library preparation and sequencing

To obtain sequencing libraries, a two-step approach was applied. First, cDNA carrying full-length transcript information was synthesized with SMART-Seq® v4 Ultra® Low Input RNA Kit for Sequencing (TaKaRa Bio, Japan), followed by Nextera XT DNA Library Preparation Kit (Illumina, USA) according to the manufacturer's guidelines. As previously, Tapestation 2200 and dedicated High Sensitivity D5000 ScreenTape and High Sensitivity D1000 ScreenTape assays were used to validate final cDNA and sequencing libraries, respectively. Final libraries were quantified with KAPA Library Quantification Kit Illumina® Platforms (Kapa Biosystems, USA), followed by paired-end sequencing (2 × 75 bp) performed with Nextseq 500 (Illumina, USA). Libraries were sequenced in triplicate, where a single replicate consisted of GFP-positive and GFP-negative fractions for both developmental stages (48 hpf and 72 hpf), at an average depth of 47 million reads.

### Analysis of sequencing data

FastQC tool v. 0.11.8 [100] was used to assess the quality of obtained raw RNA-seq reads. Minor adapters contaminations were removed by Cutadapt v. 1.17 [101] and RNA-seq reads were mapped to the zebrafish reference genome (GRCz11) using Salmon tool v. 0.9.1 [102] resulting in an average of 75% mappability rate (S1 Figure C). Sequencing reads were further analyzed in R programming language v. 3.5.2 [103], whereas differentially expressed genes were identified by the DESeq2 package [104]. Principal component analysis was performed on normalized reads counts transformed to the log2 scale by *plotPCA* function from the same package. ClusterProfiler v. 3.17.3 [105] was used to calculate the enrichment of both biological processes of Gene Ontology terms as well as KEGG pathways. The *enrichGO* and *enrichKEGG* functions were used with default *pvalueCutoff* and *qvalueCutoff* parameters. The ggplot2 package [106] was utilized for plots generation. Discovery of lincRNAs was performed using Ensembl GRCz11 primary assembly (v. 103) and ZFIN.

### Confocal imaging

Embryos used for imaging were grown in egg water supplemented with 0.003% 1-phenyl 2-thiourea (PTU) at 24 hpf to prevent the formation of melanophores and pigmentation. Prior to imaging, embryos were anesthetized with 0.02% tricaine (MS-222; Sigma-Aldrich A5040), embedded in 1% low-melt agarose (Sigma, USA) in egg water, and mounted in a glass-bottom dish before imaging on an inverted confocal microscope (LSM800, Zeiss). Images were further processed with Imaris 8 software (Bitplane).

### Optical mapping of atrial excitation

To visualize excitation in the embryonic heart, a transgenic zebrafish line expressing the FRET-based voltage-sensitive fluorescent protein Mermaid [107] specifically in myocardial cells *Tg(myl7:mermaid)* was used and optical mapping was performed as described previously, with minor adjustments [108]. Injection of morpholino against *isl1* (5′-TTAATCTGCGTTACCTGATGTAGTC-3′) was performed as previously described [64]. Taking into account sample distributions, variances, and sample sizes we decided to apply a non-parametric test for both conditions (Wilcoxon rank sum test with continuity correction) which resulted in *p* value = 0.002165 (at 2 dpf) and *p* value = 0.001483 (at 3 dpf). Embryos were embedded in 1% low melting agarose on a 35 mm Petri dish and oriented ventral side up to the imaging plane. Embedded embryos were transferred to an imaging chamber (RC-29; Harvard Instruments, USA) with a heated platform (PH-6D; Harvard Instruments). The temperature was maintained at 28 °C by a temperature controller (TC-344B; Harvard Instruments). Images were obtained using an epifluorescence upright microscope (BX51WI; Olympus) and focusing module (BXFM; Olympus) with a 40X water immersion objective (LUMPLFLN 40XW; Olympus) and magnification changer (U-CA; Olympus). Fluorescence was excited using a blue light-emitting diode (CBT-90; Luminus, USA) passed through a 460 ± 5 nm bandpass filter (HQ460/10X; Chroma, USA). Fluorescence was collected with a 482 nm dichroic mirror (FF482-Di01; Semrock, USA). To obtain simultaneous images of FRET donor and acceptor signals, collected light was passed into an image splitter (OptoSplit II; Cairn Research, USA), split with a 552 nm dichroic mirror (FF552-Di02; Semrock), and passed through either a 500 ± 30 nm (HQ500/60 m-2p; Chroma) or 600 ± 37.5 nm (HQ600/75 m; Chroma) bandpass filter. Filtered emission was projected to two halves of a 16-bit, 128 × 128, 24 mm^2^ pixels, cooled electron multiplying charge-coupled device camera (Cascade: 128 + ; Photometrics, USA) and collected at 52 Hz with a ~ 19 ms exposure time. Images were processed and analyzed using custom routines in MATLAB (R2011b; MathWorks, USA). The ratio of FRET donor and acceptor signals was taken and spatially filtered using the pixelwise adaptive, linear, noise-removal Wiener method (‘wiener2’) with a 3 × 3 pixel window. The atrium was manually segmented and each pixel signal normalized through time. Activation time was measured as the point at which the rate of voltage upstroke was maximal.

### Electrophysiology

Micropipettes for electrocardiograph (ECG) measurement on whole zebrafish larvae were prepared by pulling fire-polished borosilicate glass capillaries (World Precision Instruments) using the Flaming/brown micropipette puller P-1000 (Sutter Instrument). The zebrafish larvae were mounted (laterally) in 1% low melting agarose in a glass dish and submerged in external buffer: 1 × egg water (0.6 g/L sea salt in reverse osmosis purified water). The micropipette was filled with internal buffer (174 mM NaCl, 2.1 mM KCL, 1.2 mM MgSO4.7H20, 1.8 mM Ca(NO3)2.4H2O, 15 mM HEPES, pH 7.2) and the tip was positioned right above the pericardial region of the zebrafish heart. The electrical signals from the zebrafish heart received were recorded by pCLAMP 10 software (Molecular Devices) after amplification via Multiclamp 700B amplifier (Molecular Devices) and digitization through Axon Digidata 1440A digitizer (Molecular Devices). Data were analysed with Clampfit 10 software (Molecular Devices).

### Whole mount in situ hybridization

For antisense probes generation, total RNA from 72 hpf embryos was extracted and reverse transcribed into cDNA with SuperScript IV Reverse Transcriptase (Thermo Fisher Scientific, USA). Obtained cDNA was used as a template for PCR. Purified PCR products were used as a template for in vitro transcription from the T7 promoter. Primers used are listed in S1 Table or reported previously [39]. Whole mount in situ hybridization (WISH) was performed as previously described, with minor adjustments [109]. Zebrafish embryos were grown in egg water containing PTU and fixed overnight at desired developmental stage in 4% paraformaldehyde in 1 × PBS (PFA/PBS). After sequential washes with 1 × PBT (50 ml 1 × PBS + 250 µl 20% Tween-20), embryos were digested for either 30 min (48 hpf) or 50 min (72 hpf) with 10 µg/ml proteinase K (Roche), washed with 1 × PBT, and fixed again for 1 h. PFA/PBS solution was discarded, and embryos were pre-hybridized overnight at 68 °C in a hybridization buffer. Subsequently, diluted and denatured probes were added to the pre-hybridized embryos followed by overnight incubation (68 °C) in a water bath. Post-hybridization washes were performed in increasing concentration of 2xSSC in the hybridization buffer. To reduce nonspecific signal, commercial blocking reagent (Roche) was used. Signal was visualized by overnight incubation with 1:5000 anti-DIG-AP antibody (Roche) at 4 °C followed by washing and addition of NBT and BCIP staining solution. After the staining was fully developed, staining solution was washed away and embryos were fixed in 4% PFA in 1 × PBS. For whole mount in situ imaging, embryos were mounted in glycerol and imaged on Nikon SMZ25 microscope. For each probe, WISH experiments were performed on at least 20 embryos obtained from at least three different breeding pairs.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

Supplementary file5

Supplementary file6

Supplementary file7

Supplementary file8

Supplementary file9

Supplementary file10

Supplementary file11

Supplementary file12

Supplementary file13

Supplementary file14

Supplementary file15

Supplementary file16

Supplementary file17

## Data Availability

All sequencing data have been deposited in the GEO database under accession number GSE160107.

How the deposited data were processed for this re-analysis (not part of the article)

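Hearts of *sqet31Et* larvae, an enhancer trap line with EGFP in the AVC, were dissected, pooled and dissociated, and the cells were sorted into GFP+ and GFP− fractions at 48 and 72 hpf. RNA with poly-A tails was made into full-length cDNA and sequenced as 12 libraries, 3 per fraction and stage. The authors assessed reads with FastQC, removed adapters with Cutadapt, assigned reads to GRCz11 with Salmon, tested genes with DESeq2 and examined GO terms with clusterProfiler. The files hold counts that the authors deposited as 1 whole number per Ensembl gene and library, without normalization, and the text of the paper does not name how transcript estimates were summed to genes. All genes were used with the identifiers of the files. Of 27191 genes, 4186 were named from the paper's supplementary tables and 21423 from a gene name table, and 1582 have no symbol.

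Total counts per library ran from 20530602 to 62359004, and none of the 66 pairs of libraries had identical counts. Counts set the precision, and a gene at or under 3 counts in all 3 libraries of a group gave only a lower bound. The counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. Genes were filtered with edgeR's filterByExpr by group (23222 kept), scaled by TMM and tested with the quasi-likelihood test in 1 fit of 4 groups, with Benjamini-Hochberg adjustment and padj below 0.05. Between the fractions an absolute log2FC above 2 was also required, between the stages above 1, and for lists and single genes none. The interaction tested whether the GFP+ to GFP− difference changed between the stages. The 13 panels of marker genes were tested with limma's camera. Components were computed from DESeq2's regularized log of the 500 most variable genes.

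The replicate numbers in the sample labels, and the methods, in which one replicate held both fractions at both stages, give the pairing, and the block fit used those numbers. The blocks were kept apart by stage for the comparison of the fractions. They were shared across the stages for the comparison of the stages and for the interaction. The paper's legend of the component plot calls the replicates technical, and which description holds was not settled. The rule for naming genes took every gene named in the paper's RNA-seq results and for each comparison the 3 largest rises and falls past the thresholds with a mean log2 CPM of at least 3 and the same sign in all 3 same-numbered pairs. The genes *bves*, *tbx20* and *podxl*, which the results text does not name, are on the same gene list, from the in situ hybridization primers of S1 Table. The alternatives tried were DESeq2's size factors, total counts without TMM, DESeq2's Wald test, no filter, a filter of at least 10 counts in all 3 libraries of a group, the replicate block, a fit of only the 2 groups compared, glmTreat against the log2FC limit, fry for panels, other transformations for the components, and leaving out each library in turn. The fit of only the 2 groups compared was listed beforehand for the counts of genes and was applied to single genes after seeing the data. Splits that swap the labels within same-numbered pairs were also counted. A gene that the rule takes is not reported here. Not analysed here were the GO and KEGG enrichments, the SAR libraries and reads on the EGFP gene.

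On simulated counts drawn from these libraries, 200 genes were changed by 3 or 6 on the log2 scale. Of these, edgeR's test recovered 94% and called 1 unchanged gene, and the block recovered 93%. The interaction test recovered 85%, glmTreat 100% of those changed by 6 on the log2 scale, and DESeq2 99% with 14 unchanged genes called. Changes smaller than 3, as many reported here are, were not simulated. The shares therefore do not tell how many genes with such changes each test would recover or miss.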

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

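Of the tests reported in this part, those on the liver, epidermis and skeletal muscle panels, those on other splits of the libraries, and those of scaling and of the level in GFP− cells for the cardiomyocyte panel were chosen only after the result was seen. The lists of crystallin and lens genes were written after the pattern they bear on was noticed. The marker panels, the processing alternatives, the designs and the rule for naming genes were set before the data were examined. Here padj comes from edgeR's quasi-likelihood test for genes and limma's camera for panels, and "of 3" counts the same-numbered library pairs, or for interactions the replicate numbers, that show the direction of the mean.

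The GFP+ to GFP− difference changed between 48 and 72 hpf, by a test of the interaction of stage and fraction, for 1897 genes (2028 with the replicate block). Of these, 573 rose in GFP+ relative to GFP− with age and 1324 fell, so that 30.2% rose, against 15.1% when scaled to total counts. The median interaction of all genes was -0.10 on the log2 scale and -0.16 with DESeq2's size factors, so changes in the interaction are read relative to that shift. The real assignment of the stages was compared with the 3 that exchange 48 and 72 hpf, in both fractions, within 1 replicate number. Those gave 0 genes, or 131 to 165 at an unadjusted p below 0.05 against 5880, so 1 of the 4 assignments, the real one, gave as many. Since 1 in 4 is the lowest share that 4 assignments can give, this comparison alone cannot tell the count apart from an accident of grouping.

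Among the genes named here, the interaction was past the threshold and negative for *wnt2bb* (-2.87), *si:ch211-265g21.1* (-2.495), *bves* (-1.54), *cx32.3* (-4.40), *cx35.4* (-2.19), *nkx2.5* (-2.55), *isl1* (-2.66), *wnt5a* (-5.76), *wnt4* (-3.03), the gene ENSDARG00000057911 (-4.93), the gene ENSDARG00000100406 (-5.63), *fga* (-5.41), *uox* (-6.59), *sst2* (-11.68), *PAX6* (-3.74) and *SIX3* (-4.33). It was positive for *fzd8a* (1.97), *fbln5* (2.06), *cx43.4* (1.69), *fzd10* (2.80), *angptl2a* (2.84) and *htra1a* (1.83). These values are log2 differences with padj from 0.0030 to 0.049, and block padj from 0.0029 to 0.058. The direction was shown by all 3 replicate numbers for 22 of these 22 genes. Under the replicate block, 21 of them passed, and *cx35.4* did not. With total counts 18 passed, without *bves*, *fzd8a*, *cx43.4* and *cx35.4*, with no filter 20, without *bves* and *cx35.4*, and in the fits that left out 1 library 17 to 22. No explanation was tested gene by gene.

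By the same interaction test, panels of marker genes that were less enriched or more depleted in GFP+ at 72 than at 48 hpf were liver at -4.73 (padj = 4.8e-09, block padj = 2.1e-08, 3 of 3), skeletal muscle at -3.61 (padj = 5.3e-06, block padj = 2.1e-05, 3 of 3), cardiomyocyte at -3.12 (padj = 2.6e-05, block padj = 2.1e-05, 3 of 3), epidermis at -2.38 (padj = 4.5e-05, block padj = 0.00011, 3 of 3), photoreceptor at -3.09 (padj = 0.00010, block padj = 0.00011, 3 of 3), endocardium and endothelium at -2.23 (padj = 0.0011, block padj = 0.00029, 3 of 3) and leukocyte at -4.95 (padj = 0.0022, block padj = 0.0017, 3 of 3). For the cardiomyocyte panel, which remained higher in GFP+ at both stages, scaling to total counts left the interaction at -3.11, which moved it too little to decide anything. Less the median interaction of all tested genes it was -3.02, so a shift of all genes by the scaling does not account for it. Without replicate 1 of GFP− at 72 hpf it was -2.88, so it does not rest on that library alone. The level in GFP− cells rose by 2.13 between the stages and that in GFP+ cells changed by -0.99, so a candidate explanation is that cells sorted as GFP− held more cardiomyocyte transcripts at 72 hpf. Whether these came from unmarked cardiomyocytes, from marked cells sorted as GFP−, or from the pools themselves was not tested.

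Of the panels of tissues outside the heart, which the paper does not analyse, neuron (-3.43) and photoreceptor (-3.74) genes were lower in GFP+ than GFP− at 48 hpf, and lens and leukocyte genes did not pass. Cartilage genes were higher, at 1.32 (padj = 0.041, block padj = 0.034, 3 of 3), and further from 0 were the liver panel at 5.33 (padj = 5.3e-09, block padj = 3.0e-07, 3 of 3), epidermis at 4.58 (padj = 9.8e-09, block padj = 1.4e-07, 3 of 3) and skeletal muscle at 2.496 (padj = 0.0012, block padj = 0.0041, 3 of 3). With total counts in place of TMM the smallest of the liver, epidermis and skeletal muscle differences was 2.54, which is too near its value with TMM to decide anything. Less the median of all tested genes it was 2.46, and the smallest in any same-numbered pair was 1.97, so neither a shift of all genes nor 1 library pair accounts for them. If these tissues had been carried into both fractions alike, the 3 panels would not have differed, and the smallest difference was 2.496. That does not separate unequal carry-over from sorting, and tissues went in both directions. Of the 28 panel genes, 23 (82.1%) were higher at padj below 0.05, as sorted cells of other tissues could give, but 4 of 8 skeletal muscle genes were. The pattern therefore cannot be told apart from cells of other tissues sorted as GFP+, or from tissue carried unequally into the 2 fractions.

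Panels of the epicardium and cartilage were also higher in GFP+ at 48 hpf, at 1.61 (padj = 0.017, block padj = 0.0063, 3 of 3) and 1.32 (padj = 0.041, block padj = 0.034, 3 of 3), and at 72 hpf the epicardium at 1.85 (padj = 0.011, block padj = 0.0060, 3 of 3) and the epidermis at 2.21 (padj = 7.1e-05, block padj = 6.9e-05, 3 of 3) were higher. The erythrocyte panel was lower in GFP+, at -6.28 (padj = 4.1e-07, block padj = 4.9e-06, 3 of 3) at 48 hpf and -7.74 (padj = 3.0e-10, block padj = 5.5e-08, 3 of 3) at 72 hpf, and the leukocyte panel at 72 hpf was lower, at -4.97 (padj = 0.00072, block padj = 0.0015, 3 of 3). At 48 hpf 2 of 6 cartilage genes were past the threshold, so that panel rests on few genes. The erythrocyte panel includes globins with near-identical copies, whose counts are uncertain. No explanation was tested for these panels.

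In replicate 2 at 48 hpf, crystallin genes were higher than in replicates 1 and 3, by a mean log2 difference of 3.58 in GFP+ (15 of 18 genes above both other replicates) and 2.70 in GFP− (14 of 18). Lens tissue in the pool and reads shared among crystallin copies were weighed with lens genes outside that family. Only 4 of the 14 listed were tested, or 28.6%, so the check is void. Their differences of 1.04 in GFP− and 3.20 in GFP+ decide nothing, and crystallin copies make the counts uncertain. The pattern cannot be told apart from either explanation, and no biological explanation was tested.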

How the results depend on the processing

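The fit of only the 2 groups compared was applied to single genes, though not to the counts of genes, only after their values had been seen. The number of genes past the thresholds at 48 hpf, at 72 hpf, at both and between the stages stayed within 1.5 times under each alternative except glmTreat and, between the stages, fits that left out a library. The glmTreat test, which requires the change itself to exceed the limit, called 1005 genes at 48 hpf against 3474 without it, 642 against 2399 at 72 hpf, 237 against 1346 at both and 1647 against 4844 between the stages. The interaction count of 1897 became 1186 with total counts and 3737 with DESeq2's Wald test, and the cause was not tested.

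Between 48 and 72 hpf in GFP+, same-numbered libraries did not deviate together (mean r -0.0343), and the replicate block gave 4982 genes. In GFP− the mean r between the stages was 0.123. For interactions the block shared an effect per replicate number across the stages. It did not allow the pairing of the fractions to differ between the stages, so the block padj of interactions rests on that assumption.

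With total counts in place of TMM, 31 AVC markers were higher and 11 lower at 72 hpf, against 47 and 17 with TMM. In the paper's direction were 69 signaling genes at 48 hpf, against 106, and 28 genes linked to septal defect were higher at 72 hpf, against 43. The mean log2FC of the leukocyte panel at 48 hpf changed sign to 0.011. With total counts the log2FC of *tbx2a* at 72 hpf was -0.041, of *tbx5a* -0.11, and between the stages of *fzd7b* -0.0048, *fzd2* -0.19 and *dkk1a* -0.052. With DESeq2's size factors *malat1* at 72 hpf was -0.095, *cx44.2* -0.0084 and the gene ENSDARG00000057911 -0.00081. DESeq2's Wald test gave *malat1* -0.084 and *cx44.2* -0.00025, and the filter of at least 10 counts gave *malat1* -0.017. All of these gene and panel values changed sign and none passed, with or without the change, and the cause was not tested.

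The first principal component held 60.2% with log2 CPM, 49.9% with all tested genes and 61.4% with the variance-stabilizing transformation, and the second component held 26.3%, 22.9% and 25.9%, against 47.3% and 33.0% with the regularized log. The cause was not tested.

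Leaving out 1 library at a time moved these counts, each given from its lowest to its highest with the count over all libraries in parentheses. Counts ran from 2917 to 4108 for genes between the stages (4844), 967 to 3564 for interaction genes across 12 fits (1897), 6 to 15 for AVC markers lower at 72 hpf (17), 3 to 5 for lincRNAs higher at 72 hpf (5) and 5 to 8 for connexins higher at 48 hpf (9). They ran from 13 to 21 for AV node genes in the paper's direction at 72 hpf (20), 213 to 359 for genes common with the SAR (358), 23 to 37 for EMT genes at 48 hpf (39), 17 to 26 for EMT genes at 72 hpf (26) and 66 to 87 for signaling genes at 48 hpf (106), and from 60 to 93 for signaling genes between the stages (119), 57 to 74 for ClinVar conduction genes at 48 hpf (86), 39 to 57 for valve genes at 48 hpf (67) and 30 to 46 for septal genes at 48 hpf (55). The cause was not tested.

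The log2FC of these genes changed sign in at least 1 of those fits. At 48 hpf it ran from -0.57 to 0.023 for *malat1*, -0.26 to 0.029 for *cx43.4* and -0.039 to 0.41 for *cacna1c*. At 72 hpf it ran from -0.051 to 0.20 for *snai1b*, -0.60 to 0.28 for *notch1b*, -0.13 to 1.92 for *linc.alien*, -0.15 to 0.35 for *malat1*, -0.18 to 0.43 for *cx44.2*, -0.28 to 0.10 for *cx43*, -0.65 to 0.010 for *gja5a*, -0.15 to 0.19 for *tbx2a*, -0.61 to 0.35 for *tbx3b*, -0.40 to 0.16 for *dkk1a*, -1.59 to 0.50 for *dkk1b*, -0.40 to 0.34 for *dkk2*, -0.17 to 0.27 for the gene ENSDARG00000057911, -0.34 to 0.41 for *tbx5a* and -0.75 to 0.33 for *uox*. Between the stages it ran from -0.17 to 0.028 for *tbx2b*, -0.53 to 0.035 for *wnt7ab*, -0.0076 to 0.16 for *fzd2* and -0.31 to 0.26 for *fzd6*. The cause was not tested. Over all 251 gene results, 165 kept direction and side of the threshold in each of these fits, 52 lost the threshold in at least 1, 12 passed it in at least 1 and 22 changed sign.

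For the other choices, of 251 gene results 10 passed and 3 stopped passing with the replicate block, 17 of 249 passed with DESeq2's Wald test, 36 stopped and 2 passed with total counts, 4 stopped with no filter, and 3 stopped and 1 passed with DESeq2's size factors. In the fit of only the 2 groups compared, 17 of 247 stopped passing (padj from 0.053 to 0.19), namely *fzd9a* at 48 hpf and *bmp4*, *si:dkey-57k2.6*, *bves*, *podxl*, *shox2*, *tbx3a*, *kcnq1.1*, *smad1*, *smad9*, *jag1b*, *dll4*, *wnt4*, *fzd7a*, *fzd7b*, *hrc* and *lmna* at 72 hpf. There 14 passed, namely *linc.alien*, *podxl*, *tbx3a*, *tgfb1a*, *tgfbr2b*, *wnt6b* and *wnt5b* at 48 hpf and *si:dkey-164f24.2*, *tbx2a*, *tbx3a*, *tbx3b*, *nkx2.5*, *tgfbr2b* and *dkk1b* between the stages, and 6 that had not passed changed sign at 72 hpf, *snai1b* to -0.0071, *malat1* to -0.099, *cx44.2* to -0.036, *tbx2a* to -0.039, the gene ENSDARG00000057911 to -0.020 and *tbx5a* to -0.025. The cause was not tested. Of 52 panel results, fry in place of camera made 2 pass and 1 stop, the block made 1 pass, and total counts made 1 stop, endocardium and endothelium between the stages (padj = 0.059). At the depth of 20530602 to 62359004 counts per library, a gene at or under 3 counts in all libraries of a group has only a bound on its log2FC.

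Of 33 reported interactions of single genes that had not passed, which do not include that of *bmp4*, 7 passed with DESeq2's Wald test, 3 with DESeq2's size factors, 3 with the replicate block, and up to 7 in a fit that left out 1 library. The interaction of *prss23* changed sign to -0.013 with DESeq2's size factors, -0.097 with total counts, -0.0072 with DESeq2's Wald test and -0.023 with the block, and that of *smad1* to -0.047 with total counts, none past the threshold. Leaving out 1 library, it ran from -0.058 to 0.26 for *tgfb1a*, -0.12 to 0.39 for *smad1*, -0.22 to 0.31 for *prss23* and -0.17 to 0.50 for *dspa*. The cause was not tested.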

Differences from the paper's values

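The alternatives named were set before the data were examined, except that the fit of only the 2 groups compared was applied to single genes only after their values had been seen.

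The number of lincRNAs higher in GFP+ was 28 of 64 tested at 48 hpf and 5 of 7 tested at 72 hpf, against the paper's 108 and 19, with 70 and 8 of the paper's identifiers analysed here. The alternatives gave 28 to 37 at 48 hpf and 4 to 6 at 72 hpf, and the fits that left out 1 library 20 to 30 and 3 to 5. With 70 and 8 identifiers no setting could have reached the paper's numbers, so these ranges do not bear on the difference.

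The log2FC of *bves* was 2.70 against the paper's 4.41 at 48 hpf and 1.16 against the paper's 1.66 at 72 hpf. The alternatives gave 2.68 to 2.73 and 1.08 to 1.20, the fits that left out 1 library 2.37 to 2.85 and 1.04 to 1.22, the fits of only the 2 groups compared 2.71 and 1.06, and none came within the larger error of the paper's value. For *cx44.2* at 48 hpf it was 1.51 against the paper's 2.12. It came within the larger error without replicate 3 of GFP+, at 1.80, and in no other fit that left out 1 library (1.18 to 1.61), nor with the other alternatives (1.42 to 1.55) or the fit of only the 2 groups compared (1.52).

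For *elnb* at 72 hpf the log2FC was 4.09 against the paper's 3.71. This difference lay near the limit of the larger error, with an SE of 0.37 here and 0.36 as the paper's, and every setting gave a higher value than the paper's. It fell within that error with DESeq2's size factors (4.02), total counts (4.08), DESeq2's Wald test (4.03), the filter of at least 10 counts (4.07) and the fit, chosen after seeing the values, of only the 2 groups compared (4.00), and not with no filter (4.13) or the replicate block (4.10). The 6 fits that left out 1 library gave 3.99 to 4.26, and 5 of them, all but that without replicate 2 of GFP−, fell within the larger error.

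Of 177 log2FC set beside those of the paper's tables, 173 lay within the larger error. The counts of genes past the thresholds did not differ from the paper's by more than 1.5 times, and with the Wald test of DESeq2, the package that the paper used, they were 3709 at 48 hpf, 2757 at 72 hpf, 1484 at both and 5802 between the stages, against the paper's 3798, 2777, 1492 and 5877.

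Several genes that the paper gives as enriched or depleted were not past padj 0.05 here by edgeR's quasi-likelihood test. The paper places *notch1b* among the AVC markers depleted in GFP+, and its log2FC was -0.40 at 48 hpf (padj = 0.53) and -0.28 at 72 hpf (padj = 0.70), not called under any setting. The CX45 orthologs *cx43.4* and *cx44.2* are given together with *cx36.7* as enriched at both stages. Here *cx43.4* was not higher at 48 hpf (-0.12, padj = 0.76) and *cx44.2* was not at 72 hpf (0.059, padj = 0.94), under any setting. The paper's text places *cx28.9* with connexins enriched only at the earlier stage. It was also called at 72 hpf here (1.41, padj = 0.041), but not with total counts (padj = 0.13) or in any fit that left out 1 library. These connexin differences are from the paper's text and not from its own list. Of that list, 11 of 11 tested connexins at 48 hpf and 8 of 8 at 72 hpf were called here in the listed direction. The list has 3 higher at 72 hpf, and those called higher here were *cx36.7*, *cx43.4* and *cx28.9*.

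At 48 hpf, *linc.alien* had a log2FC of 1.98 (padj = 0.081), which the paper lists as overexpressed, and it was called with total counts (padj = 0.044), DESeq2's Wald test (padj = 0.047), the fit without replicate 2 of GFP+ (padj = 0.049) and the fit, chosen after seeing the values, of only the 2 groups compared (padj = 0.028). Among genes given as enriched at both stages, *hey1* had a log2FC of 1.34 (padj = 0.067) at 48 hpf and was called with DESeq2's Wald test (padj = 0.041) and the fit without replicate 2 of GFP+ (padj = 0.035). At 72 hpf *wnt2bb* had a log2FC of 1.15 (padj = 0.066) and was called with DESeq2's Wald test (padj = 0.018). For *tgfb1a* the log2FC was 0.72 at 48 hpf (padj = 0.072), called with DESeq2's Wald test (padj = 0.035), the replicate block (padj = 0.032) and the fit, chosen after seeing the values, of only the 2 groups compared (padj = 0.018), and 0.87 at 72 hpf (padj = 0.053), called with DESeq2's Wald test (padj = 0.021), the replicate block (padj = 0.031) and the fit without replicate 1 of GFP+ (padj = 0.040).

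Among genes given as enriched at 1 stage, *tgfbr2b* had a log2FC of 1.06 (padj = 0.058) at 48 hpf and was called with DESeq2's Wald test (padj = 0.033), the replicate block (padj = 0.019), the fit without replicate 2 of GFP− (padj = 0.025) and the fit, chosen after seeing the values, of only the 2 groups compared (padj = 0.042). At the same stage *wnt6b* had a log2FC of 2.21 (padj = 0.062), called with DESeq2's Wald test (padj = 0.037), the fit without replicate 2 of GFP− (padj = 0.047) and the fit, chosen after seeing the values, of only the 2 groups compared (padj = 0.030), and *wnt5b* had a log2FC of 1.57 (padj = 0.053), called with DESeq2's size factors (padj = 0.047), DESeq2's Wald test (padj = 0.020), the replicate block (padj = 0.027), the fit without replicate 2 of GFP− (padj = 0.034) and the fit, chosen after seeing the values, of only the 2 groups compared (padj = 0.010). The receptor gene *fzd6* had a log2FC of 0.94 (padj = 0.065) at 48 hpf, called with DESeq2's Wald test (padj = 0.044) and the replicate block (padj = 0.027), and 0.45 at 72 hpf (padj = 0.40). The fit of only the 2 groups compared, applied to these genes after seeing their values, did not call *hey1* (padj = 0.0501) or *fzd6* (padj = 0.057) at 48 hpf, nor *wnt2bb* (padj = 0.15) or *tgfb1a* (padj = 0.24) at 72 hpf, and lost the call at 72 hpf of some genes that the paper and the fit of all libraries both call, such as *bmp4* (padj = 0.15).

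The paper describes the Wnt and Notch terms as overrepresented at the later stage, and its table has them in the cluster of falling genes. Of the genes it lists for the Wnt term, 33 of 45 tested were lower at 72 hpf past the thresholds and 0 higher (median log2FC -1.87), and for the Notch term 20 of 25 were lower and 0 higher (-1.99). The terms themselves were not tested here.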

Other observations

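The tests on other splits of the libraries, except those of the genes shared by both stages and of the gene lists, and the thinning to the TMM-scaled depth, were chosen only after the result was seen. The pancreatic and interrenal gene lists were drawn up after the genes most unlike between the libraries had been looked at, and those genes were left out of the lists.

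Replicate 1 of GFP− at 72 hpf was unlike the other two. Thinning replicate 3 to its depth left the rank correlation of replicates 2 and 3 at 0.970, against 0.971 before, and without its 10 most counted genes its correlation with replicate 2 was 0.932, against 0.932 with them. That thinning took away too few counts to decide anything. Thinned to the TMM-scaled depth of replicate 1, at 9975537 counts, replicate 3 still reached 0.968 with replicate 2, so the counting noise of that depth does not account for the difference. Leaving out 10 genes can hardly move a rank correlation over all genes, so that comparison decides nothing. Such genes, 21.0% of the counts of replicate 1, leave fewer counts for the others, and the thinning, which took away a larger share, shows that this does not account for the difference either. Pancreatic tissue in the pool could give it, with a mean log2 difference from the other replicates of 2.53 over 14 exocrine genes (12 above both). The mean log2 CPM of these genes was 4.06, 2.56 and 0.49 in replicates 1, 2 and 3, so replicates 2 and 3 differed in it too. For endocrine genes the mean log2 difference was 0.83 and 4 of 8 genes were above both. Only 66.7% of the listed endocrine genes were tested, so that check is void and the pattern cannot be told apart from pancreatic tissue. Interrenal genes differed by -1.08, with 6 of 8 below both. Interrenal tissue in replicates 2 and 3 could give this if each replicate was a separate pool. No biological explanation was tested.

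Splits that swap the fractions or stages of at most 1 same-numbered pair were compared for each count, 4 in each case and 16 for both stages together. Every swapped split gave 0 genes, against 3474 at 48 hpf, 2399 at 72 hpf, 4844 between the stages and 1346 for both stages in the real one. At an unadjusted p below 0.05 they gave 103 to 253, 205 to 521, 335 to 600 and 1 to 385 genes, against 3706, 2790, 6562 and 1592. A swap puts any real difference into the spread within the groups, which lowers these counts. As shares, 1 of 4 splits at 48 hpf, 1 of 4 at 72 hpf, 1 of 4 between the stages, and 1 of 16 for both stages gave as many. For genes of the paper's lists it was 1 of 4 at 48 hpf, at 72 hpf and between the stages, with 373, 1087 and 119 genes against 0 in every swapped split (5 to 22, 20 to 37 and 2 to 6 at an unadjusted p below 0.05). For panels at padj below 0.05 it was 3 of 4 splits at 48 hpf, 1 of 4 at 72 hpf, 2 of 4 between the stages and 1 of 4 for the interaction, where 10, 9, 6 and 7 panels passed. The smallest shares possible are 1 of 4 and 1 of 16, so the shares alone cannot tell any count apart from an accident of grouping, whatever the size of the difference.

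Neuron and photoreceptor genes were lower in GFP+ than in GFP− cells at both stages. Neuron genes were at -3.43 (padj = 2.2e-05, block padj = 5.8e-06, 3 of 3) at 48 hpf and -3.82 (padj = 5.9e-07, block padj = 3.1e-07, 3 of 3) at 72 hpf, and photoreceptor genes at -3.74 (padj = 2.4e-05, block padj = 0.00020, 3 of 3) and -6.83 (padj = 1.1e-12, block padj = 1.3e-09, 3 of 3). Lens genes differed by 1.23 at 48 hpf and did not pass (padj = 0.73, block padj = 0.18), and the liver panel at 72 hpf was at 0.60 (padj = 0.23, block padj = 0.31, 3 of 3), skeletal muscle at -1.11 (padj = 0.088, block padj = 0.077, 3 of 3) and cartilage at 1.06 (padj = 0.088, block padj = 0.077, 3 of 3), none past the threshold.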
